# Dopamine and GPCR-mediated modulation of DN1 clock neurons gates the circadian timing of sleep

**DOI:** 10.1073/pnas.2206066119

**Published:** 2022-08-15

**Authors:** Matthias Schlichting, Shlesha Richhariya, Nicholas Herndon, Dingbang Ma, Jason Xin, William Lenh, Katharine Abruzzi, Michael Rosbash

**Keywords:** dopamine, modulation, circadian, sleep, clock neurons

## Abstract

The metronome-like circadian regulation of sleep timing must still adapt to an uncertain environment. Recent studies in *Drosophila* indicate that neuromodulation not only plays a key role in clock neuron synchronization but also affects interactions between the clock network and brain sleep centers. We show here that the targets of neuromodulators, G Protein Coupled Receptors (GPCRs), are highly enriched in the fly brain circadian clock network. Single-cell sequencing indicates that they are not only enriched but also differentially expressed and contribute to clock neuron identity. We generated a comprehensive guide library to mutagenize individual GPCRs in specific neurons and verified the strategy by introducing a targeted sequencing approach. Combined with a behavioral screen, the mutagenesis strategy revealed a role of dopamine in sleep regulation by identifying two dopamine receptors and a clock neuron subpopulation that gate the timing of sleep.

## Significance

Neuromodulation is essential for adaptive animal behaviors among other physiological processes. It is essential to reliably manipulate neuromodulator pathways to understand their functions in animal physiology. In this study, we generated a CRISPR-Cas9-based guide library to target every G-Protein Coupled Receptor (GPCR) in the *Drosophila* genome and applied it to the well-studied clock neuron network. Notably, these GPCRs are highly enriched and differentially expressed in this small network, making it an ideal candidate to investigate their function. We cell-type specifically mutated GPCRs highly efficiently with no background gene editing detected. Applying this strategy to a specific node of the clock network revealed a role for dopamine in prolonging daytime sleep, suggesting network-specific functions of dopamine receptors in sleep-wake regulation.

Animal function requires communication between different brain centers. An important part of this communication is neurotransmission, which takes place at synapses and leads to the excitation and/or inhibition of downstream neurons. Recent studies stress the importance of a second means of communication, namely, neuromodulation, in the central nervous system. In contrast to classical neurotransmission, neuromodulators do not directly lead to the opening of ion channels but alter second messengers, which then affect electrophysiological responsiveness (1, 2).

Most neuromodulators interact with G Protein Coupled Receptors (GPCRs) (3). This class of receptors is located within the plasma membrane, has seven transmembrane domains, and reacts to a variety of stimuli, including neuropeptides, biogenic amines, and even light. In an inactive state, many receptors are coupled to a heterotrimeric G protein consisting of alpha, beta, and gamma subunits. Depending on their identity, these proteins dissociate upon receptor activation and lead to increases in Ca^2+^ or cAMP or to the activation of transcription via the rho pathway (3, 4). Given these broad ways in which neuromodulators can influence a cell, it is not surprising that they can influence different events. For example, reduced dopamine levels lead to hypoactivity, extended sleep time, or learning deficits, which are phenotypes that often become more extreme with age (5). Notably, the action of dopamine depends on the expression of different GPCRs. Dop1R1 and Dop1R2 are coupled to G_S_ and lead to increases in cAMP, whereas Dop2R is coupled to an inhibitory G protein (G_i_) (6). Similarly, most GPCRs directly influence the molecular properties of individual neurons and are therefore important for the function of many brain circuits.

The circadian clock neuron network (CCNN) of *Drosophila melanogaster* is an ideal model to study the contribution of GPCR signaling to a single adult brain circuit. This network forms a unit controlling locomotor activity in both light-dark (LD) and constant dark (DD) conditions. In LD, the clock generates a bimodal locomotor activity with activity peaks in the morning and the evening and little activity during midday (siesta) and at night. Although this behavior continues in DD, it is less pronounced and has a circadian period that deviates slightly from the normal 24 h.

The fly brain CCNN only consists of 150 neurons, and diverse modes of interactions and distinct functions have been assigned to specific cells. Moreover, several studies emphasize the abundance of circadian neuropeptides and their importance to the functions of this network (7–12). Pigment dispersing factor (PDF) is a key clock neuropeptide and is expressed in two sets of lateral neurons, namely, the four large-ventrolateral neurons (lLNvs) and the four small ventrolateral-neurons (sLNvs) (13); they are important for arousal and morning activity, respectively (14–17). PDF is believed to synchronize its downstream targets, and a loss of the peptide leads to arrhythmicity in DD (7, 18). Three of the six dorso-lateral neurons (LNds) and the fifth sLNv serve a different function and are important for evening activity (14, 15). A pair of dorsal neurons (DN2s) are essential for temperature preference rhythms (19). No function has been assigned to the DN3s, perhaps due to the lack of a specific driver. The DN3s are the most numerous clock neuron group (35 to 40 neurons/hemisphere).

The second most numerous clock neuron group is the DN1 cluster, which consists of ∼15 neurons per hemisphere (19). Under DD conditions, accelerating or decelerating the clock in these cells has no effect on rhythmic behavior, and DN1p output is even dispensable for rhythmic DD behavior (20–23). However, changing the speed of these cells under LD cycle conditions shifts the timing of the evening activity peak, indicating DN1p neurons have a conditional role in circadian timing. Moreover, several groups have shown that specific DN1p neurons affect morning as well as evening activity and influence fly sleep, both the amount of sleep and when sleep occurs (24–26). Consistent with a role in sleep promotion and/or maintenance, imaging and tracing experiments identified physiological pathways connecting specific DN1ps to fly brain sleep regions like the ellipsoid body (24).

Despite a general agreement on the variety of functions carried out by DN1ps, there are discrepancies in assigning specific behavioral roles to specific DN1p subgroups. For example, glutamatergic DN1ps have been identified as controlling the morning component of behavior, whereas another study suggests that these same neurons control evening activity (25, 26). A likely explanation is that the DN1ps are even more diverse than previously thought, i.e., there may be multiple glutamatergic DN1p subgroups. Indeed, a recent single-cell sequencing study found that there are at least 5 different glutamatergic DN1p subgroups, which is consistent with the notion that different DN1p functions might derive from different neuron subpopulations (27). The physiological and anatomical heterogeneity of the CCNN neuron population is probably due to its striking transcription factor specificity as well as to other differences in gene expression between individual neurons (27).

To address the contribution of DN1ps and neuromodulation to sleep behavior as a specific physiological process, we combined the power of single-cell RNA sequencing(scRNAseq) data with cell-specific CRISPR-Cas9-mediated gene mutagenesis. The scRNAseq results not only show that GPCRs are strongly enriched in the CCNN but also that they are highly differentially expressed. Indeed, clustering the clock neurons only based on GPCR expression shows that each subcluster expresses a unique combination of receptors, suggesting that it enables specific network nodes to integrate and respond to different stimuli. To mutate specific receptors in a cell-specific manner, we generated a CRISPR-Cas9-based guide library for all GPCRs following the pioneering work of Port and Bullock (28). We and others had previously demonstrated that this strategy efficiently removes PER or TIM expression from the clock network in a cell-specific manner (29, 30). Here, we also added an adapted targeted genomic sequencing approach to show that the library effectively mutates GPCRs in a cell-specific manner, indicating that the library and strategy constitute a key asset for investigating neuromodulation. Indeed, we used the library in a behavioral screen that identified several GPCRs that promote sleep from within the CCNN. In addition to already known sleep-promoting GPCRs, we discovered that two dopamine receptors (Dop1R1 and Dop1R2) in the DN1ps prolong daytime sleep. Moreover, combining transsynaptic tracing techniques with scRNAseq data shows that different subsets of DN1ps contribute differentially to sleep. The results taken together indicate that dopamine regulates sleep timing via a novel cellular subcircuit within the CCNN that is highly context specific. These findings and methods will facilitate investigating the complex contribution of dopamine as well as other neuromodulators and neurotransmitters to many other physiological processes.

## Results

### Circadian Neurons Show Enriched Expression of Signaling Molecules.

Recent work implicates clock neuron interactions as essential for molecular and behavioral rhythms. For example, manipulating clock neuron subpopulations can affect behavioral timing, and residual clock protein expression in only a few circadian neurons is sufficient to retain some circadian functions (11, 23, 29–31). 

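Bulk RNA was sequenced from 8 libraries of EGFP-labeled neurons that were dissociated from dissected brains of male flies and collected by FACS. Clock neurons were labeled with the clk856-GAL4 driver, and about 500 cells were collected per library. Neurons of all kinds were labeled with the nSyb-GAL4 driver, and about 1000 cells were collected per library. Each genotype was sampled at ZT2 and ZT14 of a light-dark cycle, with 2 libraries (R1 and R2) per time point. The paper's methods state that 2 sets of neurons were collected from each dissociated sample, and do not say whether R1 and R2 share a dissociation. The libraries were treated as independent replicates, and if they share a dissociation the SD and the tests do not include the variation between dissociations. Poly(A) RNA was amplified as cDNA before library preparation, and the authors aligned the reads to the dm6 genome with STAR and removed PCR duplicates with Picard. For each library the authors deposited the number of reads counted on each of 17868 genes, the reads scaled by a total for the library (RPM) and the RPM per kilobase of gene length (RPKM). The RPM values were used as deposited. The divisor behind the RPM was between 1.84 and 1.88 times all the reads listed in a library, so that the RPM of a library summed to between 530747 and 544937. The paper's text does not say how this divisor was obtained. Reads counted on genes ranged from 4823985 to 8439193 in the clk856 libraries, with a median of 7003026, and from 7970236 to 8449829 in the nSyb libraries, with a median of 8240244.5. A floor of 3 reads corresponded to between 0.161 and 0.299 RPM. PCR copies are not independent molecules, so this floor covers counting error only. Between 8939 and 9991 genes had at least 1 read in a clk856 library and between 7937 and 8400 in an nSyb library. Across genes, Pearson's r of log2 CPM, counts scaled to library size, between libraries of one genotype was between 0.891 and 0.928 for clk856 and between 0.819 and 0.835 for nSyb. Genes are not independent replicates, and these values describe the libraries only. The biological coefficient of variation that edgeR estimated on the same 7784 genes was 0.352 among the 4 clk856 libraries and 0.799 among the 4 nSyb libraries. The deposited labels of the nSyb libraries carry index numbers and those of the clk856 libraries do not. If this naming follows the sequencing run, each run held 1 genotype, and run and genotype cannot be told apart. Differential expression was tested on the counts with edgeR's quasi-likelihood test after TMM normalization and filtering with filterByExpr, and the p values were adjusted by the Benjamini-Hochberg method over all genes tested.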

To identify molecules within the clock network that contribute to the implied network synchrony, we isolated and sequenced fluorescence-activated cell sorting (FACS)-sorted clock neurons (*clk856 > EGFP*) under LD conditions at two times, namely, Zeitgeber time 2 (ZT2) and ZT14, and compared the transcriptomes to those from panneuronal adult head samples (*nSyb > EGFP*).

We first compared clock gene expression between the time points in the clock neurons. Consistent with expectation (32), *clk* mRNA levels were ∼6× higher at ZT2 than at ZT14, whereas *tim* mRNA levels were 22× higher at ZT14 compared to ZT2 (Fig. 1*A*). 

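In the clk856 neurons, Clk (chromosome 3L, 7763233 to 7775603 of dm6) was expressed at 94.9 ± 18.8 RPM (SD, n = 2) at ZT2 and at 15.4 ± 1.83 RPM (SD, n = 2) at ZT14. The mean at ZT2 was 6.17 times the mean at ZT14, and both ZT2 libraries were above both ZT14 libraries. The log2 fold change of Clk at ZT14 relative to ZT2 was -2.63 (standard error 0.23, adjusted p = 0.0559 from edgeR's quasi-likelihood test over 8188 genes). Adjusted over the 4 genes of Fig. 1A alone, the p value of Clk from the same test was 4.1e-05. The alternative that moved this result most was edgeR's likelihood ratio test, with an adjusted p of 8.2e-19. Over the 9 alternatives with a test the adjusted p was under 0.05 in 6 and ranged from 8.2e-19 to 1. The mRNA of tim (chromosome 2L, 3493986 to 3508119) rose from 23.2 ± 7.87 RPM (SD, n = 2) at ZT2 to 516 ± 30.4 RPM (SD, n = 2) at ZT14, a ratio of 22.2. Its log2 fold change was 4.48 (standard error 0.25, adjusted p = 0.00657 from the same edgeR test). The adjusted p of tim was under 0.05 in 8 of the 9 alternatives, and not in one fit of all 8 libraries in 4 groups. The annotation places 9.89% of the exon bases of tim within exons of other genes, and the paper's text does not state whether reads were counted by strand. Besides tim, only vri had an adjusted p under 0.05 among the genes tested, with a log2 fold change of 3.63 (adjusted p = 0.00274, edgeR), and 554 genes had an unadjusted p under 0.05. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333.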

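The comparison of ZT14 with ZT2 in the clk856 neurons also covered Act5C and RpL32. Act5C (chromosome X, 5900861 to 5905399) was expressed at 1107 ± 9.19 RPM (SD, n = 2) at ZT2 and 1176 ± 22.6 RPM (SD, n = 2) at ZT14, with a log2 fold change of 0.08 (standard error 0.07, adjusted p = 0.879, edgeR). RpL32 (chromosome 3R, 30045229 to 30046161) was expressed at 172 ± 38.5 RPM (SD, n = 2) at ZT2 and 168 ± 11.1 RPM (SD, n = 2) at ZT14. Its log2 fold change of -0.04 (standard error 0.19, adjusted p = 0.989, edgeR) was smaller than the spread between replicates. Between genotypes, both genes were higher in all 4 clk856 libraries than in all 4 nSyb libraries. The log2 fold change between genotypes was 1.11 for Act5C (adjusted p = 1.2e-05, edgeR) and 2.07 for RpL32 (adjusted p = 7.7e-05, edgeR).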

Housekeeping genes such as *Act5C* and *Rpl32* were not different between time points (Fig. 1*A*). Not surprisingly, clock gene expression was dramatically lower in the *nSyb* dataset (averaged reads of all *nSyb* libraries show 1,428× reduced *clk* and a 27× reduced *tim* expression compared to sorted *clk856*-neurons; *SI Appendix*, Fig. S1), demonstrating highly efficient enrichment of clock neurons by *clk856 > EGFP* purification.

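In the 4 nSyb libraries, Clk was counted with 2, 0, 0 and 1 reads, all under the floor of 3 reads, so only a lower bound of the fold can be given. Averaged over both time points, Clk reached 55.1 ± 47.2 RPM (SD, n = 4) in the clk856 libraries, which is at least 331-fold higher than the floor of the nSyb libraries. The adjusted p of Clk between genotypes was 2.2e-04 (edgeR), and every clk856 library was above every nSyb library (two-sided exact permutation test on RPM, p = 0.0286, the smallest p that 4 libraries against 4 allow). The mean of tim was 269.8 ± 285 RPM (SD, n = 4) in the clk856 libraries and 9.81 ± 9.98 RPM (SD, n = 4) in the nSyb libraries, a ratio of 27.5. The large SD in the clk856 libraries includes the change between time points. The log2 fold change of tim between genotypes was 4.85 (standard error 1.19, adjusted p = 0.0199, edgeR), and 3 of the 4 clk856 libraries were above all nSyb libraries (two-sided exact permutation test on RPM, p = 0.0571). With the ZT2 libraries only, the adjusted p of tim was 0.212 (edgeR). The adjusted p of tim was under 0.05 in 13 of the 19 alternatives and ranged from 2.0e-04 to 0.212. From the low Clk and tim expression in the nSyb dataset, the paper concludes that purification with clk856 > EGFP enriched clock neurons efficiently.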

**Fig. 1.**
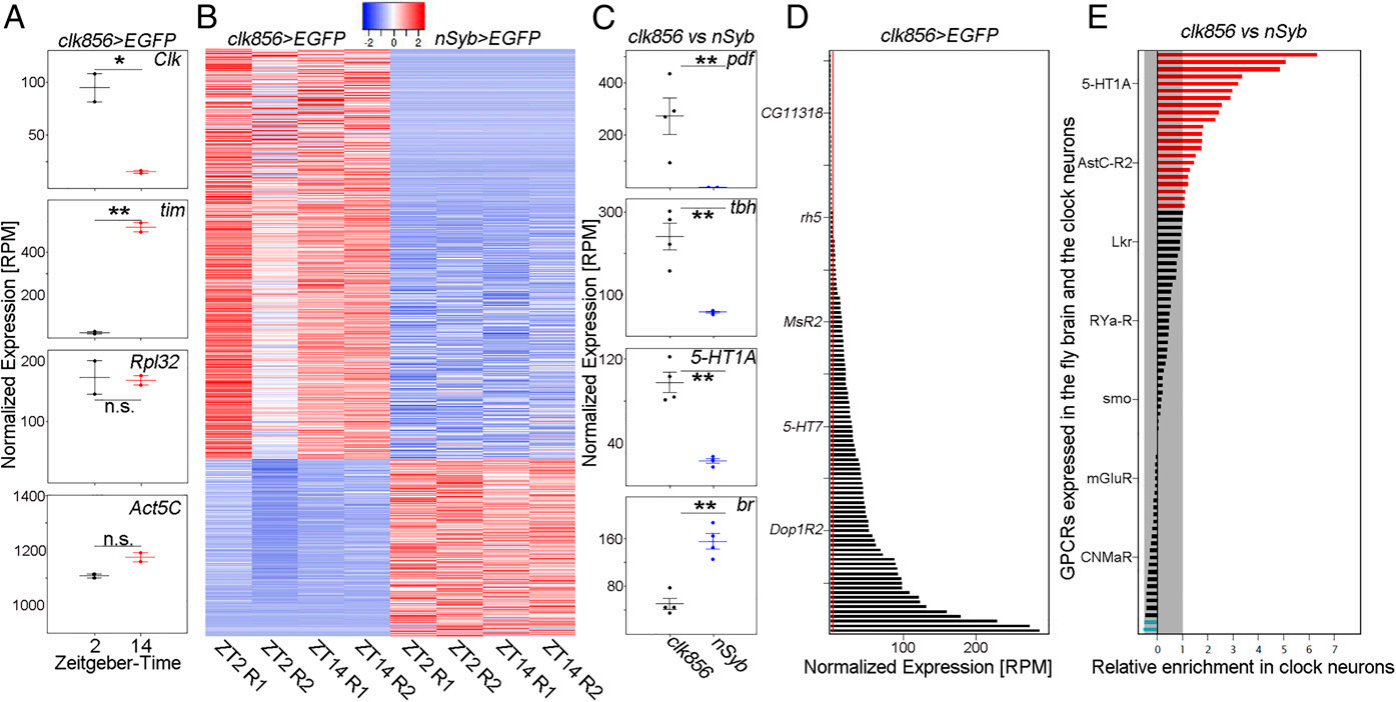
Clock neurons show an enriched expression of GPCRs. (*A*) Plots show normalized expression levels of indicated genes from sorted clock neurons (*clk856 > EGFP*) at ZT2 and ZT14. As expected, *Clk* expression is significantly higher at ZT2 than at ZT14, whereas *tim* expression is significantly higher at ZT14 compared to ZT2. Housekeeping genes such as *Rpl32* and *Act5C* were not significantly different between those timepoints. (*B*) Heatmap of differentially expressed genes between clock neurons (*clk856 > EGFP*) and randomly chosen neurons (*nSyb > EGFP*) at ZT2 (2 repeats, R1 and R2) and ZT14 (2 repeats, R1 and R2) with an at least twofold difference in expression at a false discovery rate of <0.05. Relatively high expression is displayed in red and relatively low expression is displayed in blue (Z-scores indicated on top of the graph). (*C*) Examples of up- or down-regulated genes representing enriched GO terms. *Pdf* is significantly up-regulated in the clock network (GO: Circadian control of sleep wake cycle) as are *tbh* (GO: Octopamine and tyramine signaling pathway) and *5-HT1A* (GO: G protein coupled receptors). *br* on the other hand is significantly down-regulated in the clock network (GO: Antennal development). Both timepoints were combined for this analysis. (*D*) Normalized expression (RPM) of GPCR genes in the clock network. GPCR gene expression varies dramatically between receptors from being not expressed (<3 RPM, red line) to being highly expressed. Both timepoints were combined for this analysis. (*E*) Relative expression of GPCRs in clock neurons (*clk856 > EGFP*) relative to randomly chosen neurons (*nSyb > EGFP*). Reads for individual GPCRs were pooled across timepoints and replicates and a ratio was calculated. A total of 22 GPRs are at least twofold higher expressed in the clock cells (red bars) compared to only 2 GPCRs being at least twofold down-regulated in the clock cells (blue bars). The x-axis is log2 scaled. Both timepoints were combined for this analysis.

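The gene of the neuropeptide PDF, Pdf (chromosome 3R, 26455462 to 26456141), was counted with 3, 3, 0 and 0 reads in the nSyb libraries and reached 273 ± 139.8 RPM (SD, n = 4) in the clk856 libraries. Pdf was at least 1638-fold higher in the clk856 neurons than the nSyb floor (adjusted p = 1.0e-05, edgeR). Tbh (chromosome X, 7995697 to 8027394) encodes tyramine β-hydroxylase, the enzyme that makes octopamine. It was expressed at 241 ± 65.4 RPM (SD, n = 4) in the clk856 neurons and 57.9 ± 3.98 RPM (SD, n = 4) in the nSyb neurons, a log2 fold change of 2.12 (standard error 0.19, adjusted p = 9.7e-05, edgeR). The serotonin receptor gene 5-HT1A (chromosome 2R, 19067155 to 19121958) was expressed at 97.6 ± 19.0 RPM (SD, n = 4) in the clk856 neurons and 23.3 ± 4.24 RPM (SD, n = 4) in the nSyb neurons. Its log2 fold change was 2.13 (standard error 0.21, adjusted p = 1.4e-04, edgeR). For each of the 3 genes every clk856 library was above every nSyb library. With the ZT2 libraries only, 2 against 2, the adjusted p was 0.0545 for Pdf and Tbh and 0.0673 for 5-HT1A (edgeR). Over all alternatives with a test, the adjusted p ranged from 2.3e-54 to 0.0545 for Pdf, from 3.5e-28 to 0.0545 for Tbh and from 1.0e-22 to 0.0673 for 5-HT1A.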

To address clock neuron gene enrichment more generally, we used edgeR (33) to perform differential gene expression analysis. It identified a total of 1,719 genes as differentially expressed with a false discovery rate of <0.05 between *nSyb* and clock neurons. 

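Of the 7784 genes that passed the filter, 1326 had an adjusted p under 0.05 between the 4 clk856 and the 4 nSyb libraries, and 2303 had an unadjusted p under 0.05. Both time points were combined and no covariate was used. Expression was higher in the clk856 neurons for 805 of the 1326 genes and lower for 521. This majority depended on the normalization, since scaling by library size alone gave 675 higher and 787 lower. The paper names edgeR and does not name which of its tests was used. The count was 1594 with edgeR's exact test, 1611 with its likelihood ratio test and 2123 with DESeq2's Wald test. The setting that moved the count most was the use of the ZT2 libraries only, 2 against 2, with 8 genes.

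**Figure D1:**
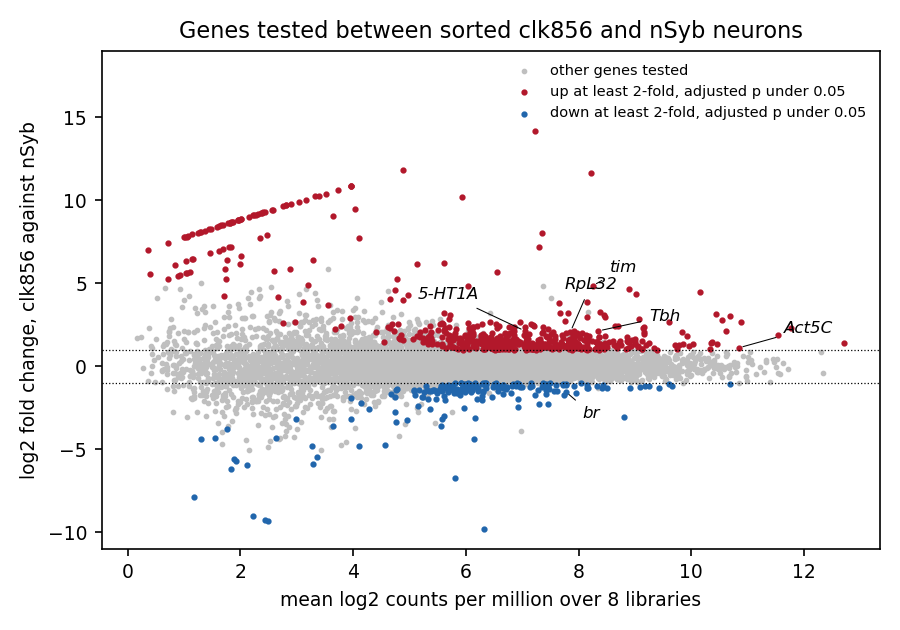
Log2 fold change of each gene tested between clk856 and nSyb neurons (vertical axis) against its mean log2 CPM over the 8 libraries (horizontal axis). Each point is 1 of the 7784 genes, dotted lines mark a 2-fold change, and 538 genes are drawn in red and 193 in blue.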

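Among the differentially expressed genes, 538 were at least 2-fold higher and 193 at least 2-fold lower in the clk856 neurons, so that 73.6% of the genes that changed at least 2-fold were higher. Scaling by library size alone, without TMM, gave 445 higher and 309 lower, a share of 59.0%, and moved the median log2 fold change of all genes from -0.01 to -0.14. The highest log2 fold changes were those of CG17777, Gr28b, Pdf, CG9743 and Gem3. CG17777 (chromosome X, 2186855 to 2187741) had no reads in any nSyb library and 136 ± 25.9 RPM (SD, n = 4) in the clk856 libraries, at least 816-fold above the floor (adjusted p = 8.1e-06, edgeR). Gr28b (chromosome 2L, 7454826 to 7462247) was at least 159-fold higher (adjusted p = 3.5e-04, edgeR). CG9743 and Gem3 also had no reads in any nSyb library and were at least 84.3-fold higher. The lowest log2 fold changes were those of CG8916, inaD, can, CG32444 and CG45080. CG8916 (chromosome X, 15921955 to 15924558) was expressed at 75.5 ± 10.5 RPM (SD, n = 4) in the nSyb libraries and 0.100 ± 0.200 RPM (SD, n = 4) in the clk856 libraries, a log2 fold change of -9.82 (standard error 0.71, adjusted p = 2.7e-05, edgeR). The other 4 genes had no reads in any clk856 library and were at least 8.54-fold to 23.1-fold lower, and CG32444 has 28.6% of its exon bases within exons of other genes.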

Of these, 704 genes were significantly up-regulated, and 305 genes were significantly down-regulated in the clock network with at least a twofold change in amplitude (Fig. 1*B*). 

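GO terms were not used here. In their place, sets of genes were compiled by function, and each set was compared with the 7784 genes tested by Fisher's exact test (two-sided). A set of 11 clock genes was Clk, cyc, per, tim, vri, Pdp1, cwo, cry, dco, Pdf and Pdfr. Its last 2 members encode a neuropeptide and a receptor. As the clk856 cells were sorted with a clock neuron driver, this set is a control of the sort. The set held 9 genes that were at least 2-fold higher in the clk856 neurons with an adjusted p under 0.05, Pdf and Pdfr among them. This was an enrichment of 11.8-fold over the share among all genes tested (Fisher's exact test, p = 1.6e-09, adjusted p over 4 sets = 6.6e-09). The expression of per (chromosome X, 2685580 to 2692780) was 42.9 ± 15.9 RPM (SD, n = 4) in the clk856 neurons and 5.29 ± 5.05 RPM (SD, n = 4) in the nSyb neurons, a log2 fold change of 3.09 (standard error 0.67, adjusted p = 0.0108, edgeR). The log2 fold change was 7.21 for vri (adjusted p = 0.00475, edgeR), 1.43 for Pdp1 (adjusted p = 0.00154, edgeR), 1.56 for cwo (adjusted p = 0.00957, edgeR) and 1.74 for cry (adjusted p = 0.0359, edgeR), which has 17.8% of its exon bases within exons of other genes. The 2 genes that did not pass were cyc (log2 fold change -0.32, adjusted p = 0.561, edgeR) and dco (log2 fold change 0.81, adjusted p = 0.0852, edgeR).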

A Gene Ontology (GO)-term analysis of clock-enriched genes resulted in enrichment in expected categories like the circadian regulation of temperature homeostasis (27-fold), positive regulation of circadian sleep/wake cycle (16-fold), and circadian regulation of gene expression (11-fold). Interestingly, genes associated with signaling pathways were also found to be comparably enriched among the clock-enriched genes and include the octopamine and tyramine signaling pathways (16-fold), the serotonin receptor signaling pathway (16-fold), and the GPCR signaling pathway (12-fold). 

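A set of genes for octopamine and tyramine synthesis and receptors had 9 members among the genes tested, and 4 of them were at least 2-fold higher in the clk856 neurons with an adjusted p under 0.05. The enrichment was 6.43-fold (Fisher's exact test, two-sided, p = 0.00215, adjusted p over 4 sets = 0.00286). Besides Tbh, these were Tdc2 (log2 fold change 5.67, adjusted p = 0.0107), Oamb (1.23, adjusted p = 0.0243) and Oct-TyrR (1.27, adjusted p = 0.0106), each from edgeR. Octbeta1R went the other way (-0.96, adjusted p = 0.00501, edgeR). Without passing the threshold, Octbeta2R (-0.73) and Octbeta3R (-0.32) were lower, and Octalpha2R (0.51) and TyrR (0.55) were higher. The set had a p of 0.176 in the camera gene set test, and as many of its genes were higher in a share of 0.004 of random lists matched on mean expression. Of the 5 serotonin receptor genes, 5-HT1A and 5-HT7 passed both conditions, an enrichment of 5.79-fold (Fisher's exact test, two-sided, p = 0.0415). 5-HT1B was at least 2-fold higher without passing the threshold (log2 fold change 1.13, adjusted p = 0.0743, edgeR). 5-HT7 (chromosome 3R, 30968236 to 31016875) was expressed at 29.2 ± 9.22 RPM (SD, n = 4) in the clk856 neurons and 8.22 ± 3.09 RPM (SD, n = 4) in the nSyb neurons, a log2 fold change of 1.89 (standard error 0.41, adjusted p = 0.0106, edgeR). Against random lists of genes matched on mean expression, as many serotonin receptor genes were higher in a share of 0.0573 of the lists, and camera gave a p of 0.00611. Of the 83 GPCR genes tested, 16 were at least 2-fold higher with an adjusted p under 0.05, an enrichment of 2.79-fold (Fisher's exact test, two-sided, p = 1.5e-04, adjusted p over 4 sets = 2.9e-04). The GPCR genes had a p of 0.00116 in camera and a share of 0.0001 of matched lists, the smallest that 10000 lists can give. Lists matched on gene length as well as expression held a mean of 8.38 higher genes, against 16 GPCR genes. Without the nSyb ZT14 R1 library, the GPCR enrichment was 1.63-fold with a p of 0.134. The receptors of the smaller sets are also in the GPCR set, so the tests are not independent.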

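The gene br (broad; chromosome X, 1575132 to 1664869), which encodes a transcription factor, was lower in the clk856 neurons. Its expression was 50.5 ± 18.5 RPM (SD, n = 4) in the clk856 libraries and 155 ± 26.3 RPM (SD, n = 4) in the nSyb libraries, and every clk856 library was below every nSyb library. The log2 fold change was -1.55 (standard error 0.25, adjusted p = 0.00240, edgeR). With the ZT2 libraries only, 2 against 2, the log2 fold change was -1.44 with an adjusted p of 0.106 (edgeR), and over the 19 alternatives the adjusted p ranged from 1.0e-09 to 0.106.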

Other unrelated pathways are enriched in the *nSyb* neurons relative to the clock neurons (for an example, see Fig. 1*C*). The increased expression of genes involved in intercellular signaling pathways, including serotonin signaling and GPCRs, strongly implicate neuronal communication in clock network function.

### GPCRs Are Differentially Expressed within the Clock Neuron Network.

The enrichment of GPCR signaling pathways inspired a focus on quantitative features of GPCR expression. 

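GPCR expression was measured as the mean deposited RPM over the 4 libraries of a genotype. A list of 114 GPCR genes compiled by receptor family was used, since the table with the paper's list of 124 was not analysed here. In the clk856 neurons 80 of the 114 genes (70.2%) were above 3 RPM. The lowest of these was at 3.05 RPM and the highest, Cirl (chromosome 2R, 8614722 to 8625203), at 287 ± 7.17 RPM (SD, n = 4), a range of 94.2-fold, and the median was 30.4 RPM. A minimum of 3 RPM in every clk856 library left 72 genes, a mean above 1 RPM gave 86 genes with a range of 214-fold, and a mean above 10 RPM gave 67 genes with a range of 22.4-fold.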

Surprisingly, more than two-thirds of the 124 GPCR mRNAs encoded by the *Drosophila* genome are expressed in the clock neurons (reads per million [RPM], >3; Fig. 1*D*) with an almost 100× difference between the least and most expressed of these 86 mRNAs. The *nSyb* data had similar differences in GPCR expression levels (*SI Appendix*, Fig. S2). 

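In the nSyb neurons 81 of the 114 listed GPCR genes (71.1%) were above 3 RPM, between 3.16 and 401 RPM, a range of 127-fold with a median of 20.8 RPM. In both genotypes 76 genes were above 3 RPM. AdoR, CCHa2-R, CapaR and FMRFaR were above 3 RPM in the clk856 neurons only, and AstA-R2, Lgr3, Tre1, TyrRII and mthl13 in the nSyb neurons only. These 9 genes were singled out after their values were seen. Only CCHa2-R (adjusted p = 0.0473, edgeR) and FMRFaR (adjusted p = 0.0388, edgeR) passed the threshold between genotypes. The nSyb mean of AstA-R2 rested on 12.48 RPM in ZT2 R1, and its clk856 ZT2 R2 library was at 5.48 RPM. AdoR has 60.1% and Lgr3 34.5% of its exon bases within exons of other genes. Above 3 RPM in every library of the genotype were 58 genes in the nSyb neurons, and 56 genes were above it in all 8 libraries.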

A direct comparison with the *nSyb* dataset indicates that 22 GPCRs are at least twofold up-regulated in the clock network, whereas only 2 receptors are down-regulated (Fig. 1*E*).

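The ratio was calculated for the 76 GPCR genes above 3 RPM in both genotypes from reads pooled over time points and replicates, each pool divided by its total. The ratio was at least 2 for 20 genes and at most 0.5 for 3 genes, and the median ratio was 1.33. Of the 20 genes, 13 also had an adjusted p under 0.05 (edgeR) and 2 had an nSyb library without reads. The highest ratios were 6.78 for Dop2R, 5.91 for Lgr1, 4.07 for CCHa1-R, 3.90 for 5-HT1A and 3.64 for CG31760. Dop2R (chromosome X, 20004680 to 20062706) was expressed at 229 ± 57.9 RPM (SD, n = 4) in the clk856 neurons and 31.4 ± 20.6 RPM (SD, n = 4) in the nSyb neurons, a log2 fold change of 2.94 (standard error 0.43, adjusted p = 0.00146, edgeR). Lgr1 and CCHa1-R varied more between replicates, with adjusted p values of 0.208 and 0.333 (edgeR). The lowest ratios were 0.385 for rk, 0.468 for Octbeta1R and 0.491 for TkR99D. Octbeta1R (chromosome 3R, 22497215 to 22520078) was below every nSyb library in all 4 clk856 libraries (log2 fold change -0.96, standard error 0.18, adjusted p = 0.00501, edgeR). The adjusted p was 0.349 for rk, which has 9.78% of its exon bases within exons of another gene, and 0.267 for TkR99D (edgeR). With the ratio of mean RPM in place of pooled reads, 22 genes were at least 2-fold higher and 2 at least 2-fold lower. Over the 83 GPCR genes tested, 20 had a p under 0.05 when adjusted over all genes (16 higher and 4 lower) and 28 when adjusted over the GPCR list alone (23 higher).

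**Figure D2:**
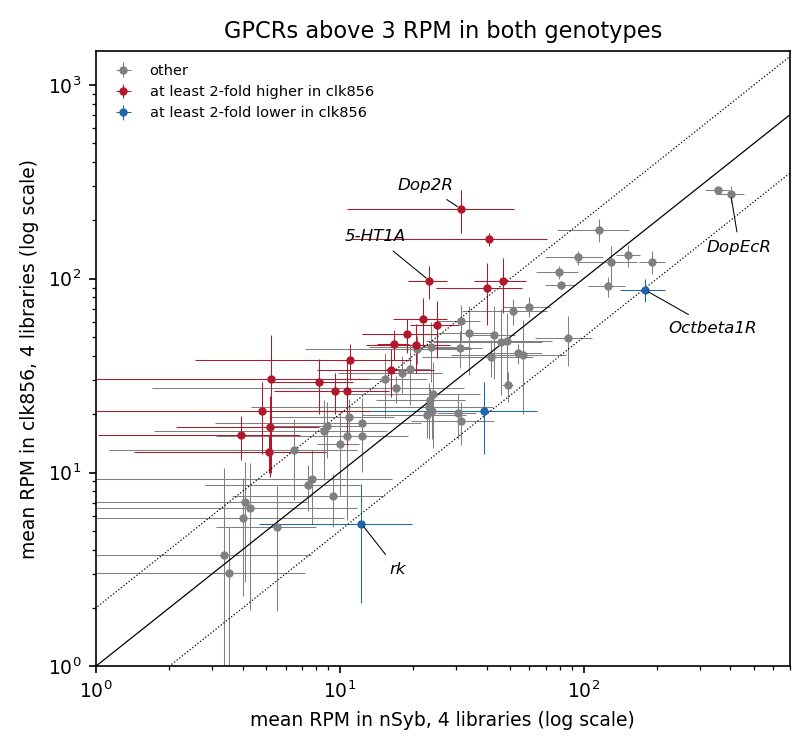
Mean RPM of the 76 GPCR genes above 3 RPM in both genotypes, in the nSyb libraries (horizontal axis, log scale) and the clk856 libraries (vertical axis, log scale). Points are means and bars are SD over 4 libraries, the solid line marks equal expression and the dotted lines a 2-fold difference of the mean RPM, and the 20 red and 3 blue genes have a ratio of pooled reads of at least 2 or at most 0.5.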

The RNA expression data suggest that many individual GPCRs are either expressed at significantly higher levels in all clock neurons or are predominantly expressed in a few neuronal subpopulations. To address these alternatives, we analyzed previous scRNAseq data for GPCR expression and focused on the 17 high-confidence clock neuron clusters (Fig. 2*A*); these clusters are missing most of the enigmatic DN3 clock neurons but include most if not all well-characterized clock neurons including all lateral and most dorsal clock neurons.

**Fig. 2.**
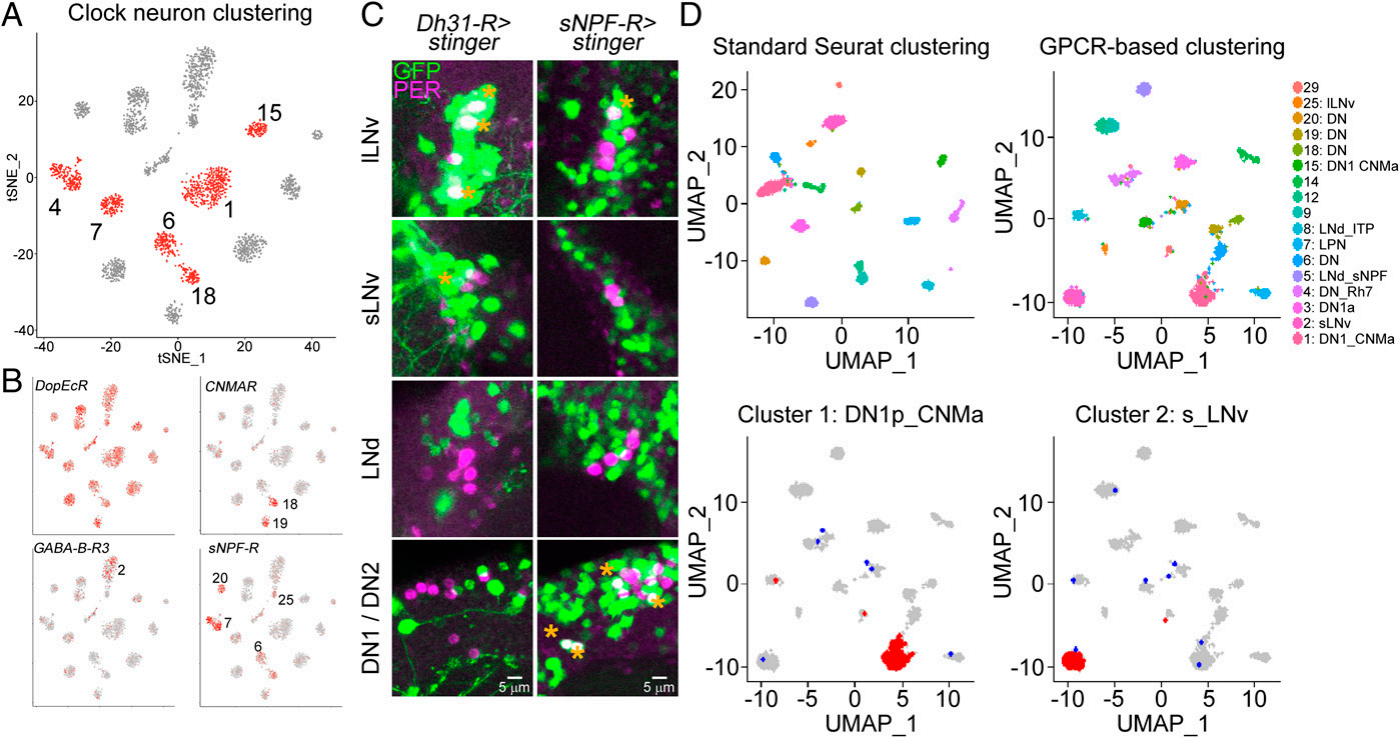
GPCRs are differentially expressed and can define clock neuron identity. (*A*) scRNAseq of clock neurons (*clk856 > EGFP*) identifies 17 bona-fide clock neuron clusters. DN1 neurons can be separated into six different clusters (1, 4, 6, 7, 15, and 18, labeled in red). For details on clustering see ref. 27. (*B*) Expression of different GPCRs within these 17 clusters. *DopEcR* is highly expressed in all clock neuron clusters, whereas *CNMaR*, *GABA-B-R3,* and *sNPF-R* are more differentially expressed. For details see "GPCRs are differentially expressed within the clock neuron network" section. (*C*) Immunohistochemistry of whole-mount brains stained against GFP (green) and PER (magenta). Nuclear GFP (UAS-*stinger*) was expressed under the control of GAL4-knock-in lines. *Dh31-R-GAL4* drives expression in three out of four lLNvs and one sLNv, and does not express in DN1s, DN2, or LNds. *sNPFR-GAL4* is expressed in 1 lLNv, 2 DN1s, and the DN2 neurons. (*D*) Seurat clustering of individual neurons included in 17 high-confidence clusters. Unsupervised clustering (*Top Left*) recapitulates previously published results. Similarly, clustering only based on GPCR expression generated 17 different clusters (*Top Right*). *Bottom* row: Analysis of retained (red) or newly assigned (blue) clock neuron identities when plotted only based on GPCRs. Most neurons in clusters 1 (*Bottom Left*) and cluster 2 (*Bottom Right*) are assigned the same clusters (red dots), whereas only a few cells were assigned to different clusters (blue dots) based on GPCR-only clustering of clock cells.

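In the bulk libraries DopEcR (chromosome 3L, 4367649 to 4380387) ranked 2 among the listed GPCR genes by mean RPM in the clk856 neurons and 1 in the nSyb neurons. Its expression was 274 ± 27.3 RPM (SD, n = 4) in the clk856 libraries, between 250.2 and 306 RPM, and 401 ± 53.1 RPM (SD, n = 4) in the nSyb libraries, between 344 and 456 RPM. Every clk856 library was below every nSyb library, and the log2 fold change was -0.48 (standard error 0.12, adjusted p = 0.0185, edgeR).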

The dopamine receptor *DopEcR* transcript is highly expressed in the *nSyb* as well as the *clk856* dataset with high transcript levels in all clock neuron clusters (Fig. 2*B*). The differential expression patterns of more poorly expressed GPCR transcripts within the clock neuron population were similarly impressive. For example, *CNMaR* appears to be almost exclusively expressed in one DN1p and the DN2 cluster, whereas *Gaba-B-R3* is highly enriched in the sLNv cluster. sNPFR is expressed more broadly but still mostly in the clusters defining the DN1ps, the lLNvs, and the DN3s (Fig. 2*B*). A differential GPCR expression pattern is also apparent when comparing all GPCR expression using scRNAseq despite dramatic variation in expression levels (*SI Appendix*, Fig. S3).

To confirm this cell specificity in an independent way, we used GAL4 lines in which the GAL4 sequence was integrated into endogenous GPCR-expressing loci and used to express nuclear GFP (*UAS-stinger*) (34). The overall expression levels of individual GPCRs correlated nicely with the *nSyb* sequencing data (*SI Appendix*, Fig. S2). For example, some GPCRs such as the aforementioned *DopEcR* appear to be expressed almost panneuronally within the brain, whereas others are not expressed in the brain or only in one to two cells per hemisphere (*SI Appendix*, Fig. S2).

To detect the expression of specific GPCRs within the clock neuron network, we focused on GPCRs with striking expression patterns from our single-cell data and determined the overlap of PER and GFP by costaining knock-in lines with anti-PER. The single-cell data indicate that *DH31-R* is highly enriched in the lLNvs and slightly enriched in the sLNvs and the DN1ps. The GAL4-knock-in line is strikingly consistent with this pattern; three out of four lLNvs were GFP-positive, whereas only one out of four sLNv neurons was labeled, explaining the differences in expression levels. As predicted, no LNds were labeled, but we could also not detect GFP expression in the DN1 neurons in most brains. Similar cell type specificity was also observed with *sNPFR*, which mainly labeled DN1 neurons and one out of four lLNvs (Fig. 2*C*). The data taken together suggest that GPCRs are strongly differentially expressed within the clock network. Notably, differences appear even between individual cells within an anatomically mostly uniform cluster like the lLNvs (*SI Appendix*, Fig. S4).

Might these GPCR expression differences be sufficient to define clock cell identity within the clock network? We originally identified 17 high-confidence clock neuron clusters based on common highly variable genes across different time points and conditions (27). Here, we first used Seurat, an unsupervised clustering method, and reproduced the previously published 17 high-confidence clock neuron clusters (Fig. 2*D*). We then used GPCR expression alone for clustering, omitting the contribution of all other genes expressed in the individual cells. This unsupervised GPCR-based clustering also identified 17 distinct clusters (Fig. 2*D*). To our surprise, many of these newly generated clusters could be mapped onto the previously published dataset (27), indicating that the GPCR-generated clusters are of biological and anatomical significance. For example, the newly identified cluster 1 includes ∼90% of this previously identified sLNv cluster. This is also the case for other clock clusters like the DN1s (Fig. 2*D*). The data therefore indicate that GPCR expression alone is sufficient to define the identify of most clock neurons and also suggest that each cluster may exhibit a unique neuropeptide response pattern.

### A Guide Library Allows for Cell-Specific Manipulations of All GPCRs.

The likely contribution of GPCRs to clock neuron identity and the neuropeptide requirement for clock neuron synchrony inspired the development of a general strategy to eliminate any GPCR in a neuron-specific manner. Relevant to this goal, we and others recently showed that CRISPR-Cas9-based mutagenesis is superior to RNA interference (RNAi)-mediated gene expression knockdown in the fly brain (29, 30). As the former also does not require strongly expressing driver lines, it is much more amenable to highly neuron-specific split-GAL4 lines.

The *Drosophila* genome encodes 124 GPCRs. They are like mammalian GPCRs and react to a variety of stimuli, including biogenic amines, neurotransmitters, neuropeptides, and even light (Fig. 3*A*) (4). To mutate these receptors, we generated UAS-guide lines, each of which expresses three guides targeting the coding sequence of an individual GPCR. Three guides have previously been shown to efficiently mutate eye tissue and provide high mutagenesis efficiency by compensating for potential noncutting guides (28); this strategy also worked well to remove PER and TIM from the clock system (29, 30). We used *clk856*-GAL4 to drive the expression of GFP, Cas9, and the guides of interest to mutate individual GPCRs in most of the clock network. The goal was to generate double-strand breaks within the coding sequences of GPCR genes. Given that repair is error prone, this strategy should generate small deletions of variable sizes and frame shifts, resulting in nonfunctional GPCRs.

**Fig. 3.**
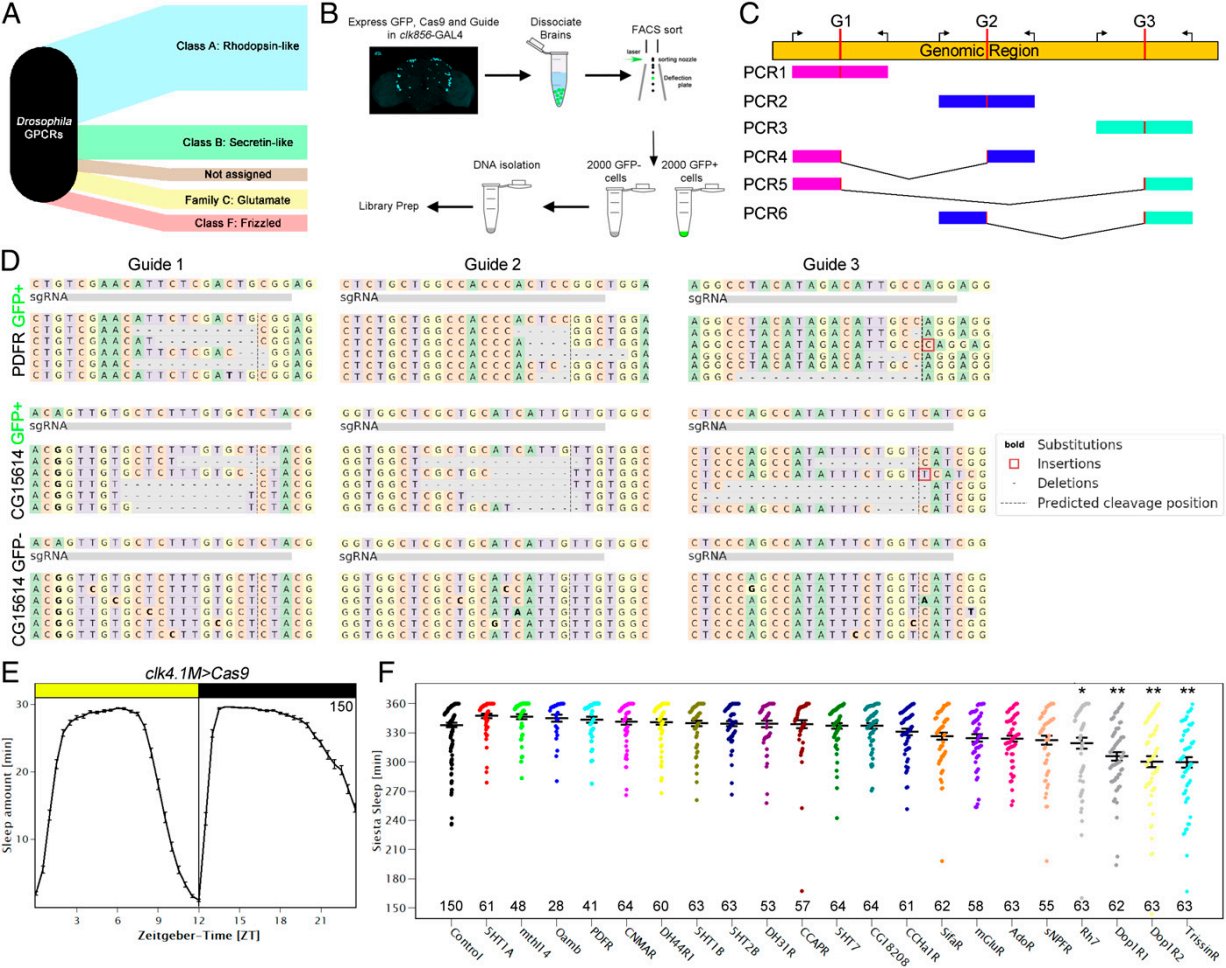
A guide RNA library for all GPCRs of the fly genome allows for cell-specific mutagenesis. (*A*) *Drosophila* GPCRs can be categorized into 5 distinct groups (reviewed in ref. 4) (*B*) Workflow of the targeted genomic sequencing assay. Clock neurons were labeled with EGFP (*clk856 > EGFP*) while expressing Cas9 and the guide RNA of interest which allows for cell-specific manipulations. GFP-positive cells were analyzed for possible mutagenesis. GFP-negative cells were used as controls for cell specificity. (*C*) Schematic of genomic sequencing approach. Each genomic region was targeted by three independent guide RNAs (G1 to G3) that led to double-strand breaks (DSBs) at the desired locations (indicated in red). We simultaneously used three sets of primers for each reaction amplifying ∼250 bp. Depending on the timing of guide-RNA-mediated DSBs, we expect either short deletions (PCR1 to 3) or big deletions (PCR4 to 6) in the event of two guides cutting at the same time. (*D*) Genomic sequencing results of targeted genomic sequencing. *Top* panel: Sequences of GFP-positive cells of *clk856 > EGFP, Cas9, PDFR-g* flies. All three guides are able to cause small deletions at the expected site of DSB. *Middle* panel: Sequences of GFP-positive cells of *clk856 > EGFP, Cas9, CG15614-g* flies. All three guides are able to cause small deletions at the expected site of DSB. *Lower* panel: Sequences of GFP-negative cells of *clk856 > EGFP, Cas9, CG15614-g* flies. No deletions were detected in GFP-negative cells. (*E*) Sleep behavior of control flies ± SEM expressing *Cas9* in DN1 clock neurons (*clk4.1M > Cas9*). The flies showed the expected sleep pattern with low sleep in the morning and evening and high levels of sleep at night and during the siesta indicating that expressing Cas9 in the dorsal neurons does not affect normal sleep behavior. *n* = 150. (*F*) Sleep amount of flies with mutated GPCRs during the siesta (ZT3 to 9) in LD. *Clk4.1M > Cas9* flies were used as controls, for experimental flies, *Clk4.1M > Cas9* flies were crossed to UAS-guide-RNA lines as indicated on the x-axis. Four guide RNAs significantly reduced sleep during the siesta. Numbers indicate the number of flies used for the behavioral screen. Statistical analysis was performed using a one-way ANOVA followed by a post hoc Tukey pairwise comparison. *P < 0.05 and **P < 0.01 compared to control flies.

As there are no reliable antibodies for many of the receptors, we verified the strategy with a targeted genomic sequencing approach. As the clock neurons were simultaneously labeled with GFP as well as mutated by the CRISPR-Cas9 system, we FACS sorted and analyzed 2,000 GFP-positive cells, which should have been mutated, and 2,000 GFP-negative cells, which should remain wild type (Fig. 3*B*). We designed three sets of primers flanking each of the guide binding sites to allow for gene-specific amplification. As three guides are being used at the same time, there can either be small deletions in the area of guide binding (Fig. 3*C*, PCR1 to 3) or larger deletions if multiple guides cut at the same time, resulting in different DNA fragment combinations (Fig. 3*C*, PCR4 to 6). We analyzed five randomly chosen target genes on three different chromosomes (*PDFR* and *Tre1* on the X-chromosome, *mAchR-A* and *CG15614* on the second chromosome, and *CrzR* on the third chromosome) to avoid possible biases from chromosome location. *PDFR* served as a positive control; guide-mediated mutagenesis of the clock network with its guides completely reproduced *PDFR* full body mutant (*han^5304^*) phenotypes (35, 36).

All three *PDFR* guides generated deletions of variable sizes at the predicted cut sites in GFP-positive cell DNA (Fig. 3*D*). Moreover, there were large deletions as indicated by a genomic fragment representing a deletion of several thousand base pairs (Fig. 3*C*, PCR5). GFP-negative cells in contrast showed no deletions in the investigated area, suggesting that there is no background mutagenesis due to leaky expression in nontarget cells. We then assayed *CG15614*. Like for *PDFR*, all three guides generated deletions, whereas GFP-negative cells were unaffected (Fig. 3*C*). *Tre1* and *CrzR* had similar results, whereas only two out of the three guides for mAchR-A created deletions (*SI Appendix*, Fig. S5).

The efficacy of the three individual guide sequences to generate small deletions varied substantially, from between 0.7% (as mentioned above for one guide of *mAchR-A*) to more than 50%, with no evident chromosome or location bias. When an individual guide failed to generate mutations, the other two guides efficiently mutated the gene of interest; this indicates the importance of using several guides to compensate for potential noncutters. There was also a reduced frequency of bigger deletions of coding sequences. For example, two genes (*CrzR* and *mAchR-A*) did not show big deletions, whereas 2% to 6% of the reads from other genes reflected big deletions. It is important to note that these percentage are based on the sequencing of pooled neurons from several animals and therefore do not reflect a single, mutated neuron. Nonetheless, the collective data support the original assertion based on eye color essays (28), namely, that combining three guides per gene is an effective strategy to manipulate genes of interest.

### DN1p Modulation Alters the Sleep Structure of Male Flies.

To exploit this functional library, we focused on the DN1ps. This specific group of dorsal neurons influences several aspects of *Drosophila* behavior. This is because manipulating these cells affects activity in the morning and during the siesta as well as in the evening. In addition, DN1ps affect sleep and connect to sleep centers within the central complex (24–26). Recent work also showed that this group of neurons can be subdivided into six independent clusters with functions that are not yet clearly understood. The molecules that affect sleep within these neurons are also mostly unknown. To address this question, we used *clk4.1M*-GAL4, which expresses in 8 to 12 of the 15 DN1ps per hemisphere. We first reproduced previous experiments; activating these neurons significantly altered sleep in the middle of the day, the prominent siesta of male flies (*SI Appendix*, Fig. S6).

To identify candidate DN1p GPCRs, we turned to our single-cell data and identified 21 GPCRs enriched in DN1ps compared to the other clock cells. We then performed a behavioral screen in which we compared the behavior of control flies with flies harboring mutated GPCRs in their DN1ps. The control flies expressed *Cas9* but no guides in these neurons (*clk4.1M > Cas9*).

As expected, *Cas9* expression in the DN1ps did not affect fly behavior; they showed the canonical sleep pattern with consolidated sleep at night and during the siesta with almost no sleep in the morning and the evening; this reflects the standard bimodal activity pattern (Fig. 3*E*). We then focused on the siesta and quantified sleep levels between ZT3 and ZT9. Male flies sleep extensively during this time, leading to a median of ∼5.5 h of siesta sleep in control flies. Of the 21 mutated strains, 4 significantly reduced their siesta sleep compared to the control group by one-way ANOVA followed by a post hoc Tukey test (Fig. 3*F*). One GPCR is *rh7*, which reproduces known whole-body mutant phenotypes (37). Another is *TrissinR*, which reduced sleep by half an hour. Its relevant ligand, Trissin, is expressed in two LNds, suggesting that intraclock neuron communication, LNd to DN1p, is relevant to sleep regulation (27). Eliminating two different dopamine receptors, namely, Dop1R1 and Dop1R2, also reduced siesta sleep, each by approximately half an hour.

### Dopaminergic Input to DN1 Neurons Reduces Siesta Sleep.

The sleep reduction by mutating Dop1R1 and Dop1R2 in the DN1ps was surprising, as dopamine is traditionally activity promoting (38–40). We therefore addressed this sleep effect in more detail by dividing the 24-h day into four equal sections of 6 h each, as follows: ZT21 to 3 for morning sleep, ZT3 to 9 for siesta sleep, ZT9 to 15 for evening sleep, and ZT15 to 21 for nighttime sleep (Fig. 4*A*). As expected, flies slept more during the siesta and at night compared to morning and evening (Fig. 4*B*). Quantifying sleep with *Dop1R2* mutated in DN1ps showed that sleep was only significantly reduced during the siesta in the experimental flies (*P* < 0.01) compared to the Cas9 (*clk4.1M > Cas9*) and guide (*clk4.1M > Dop1R2-g)* control flies. Mutating *Dop1R1* in the DN1ps had very similar effects (*SI Appendix*, Fig. S7).

**Fig. 4.**
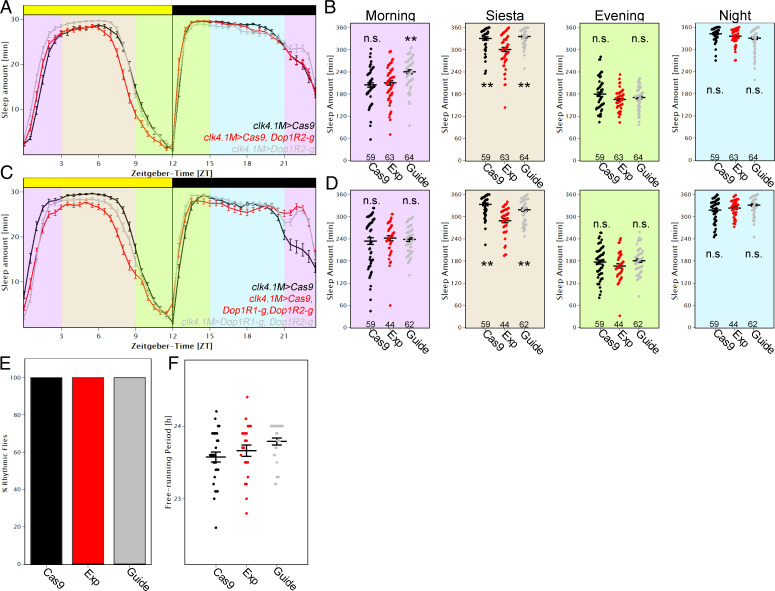
Modulation of DN1ps by dopamine enhances sleep. (*A*) Average sleep profile of male flies in which *Dop1R2* was mutated in the DN1ps (red) and controls (gray and black). Error bars represent SEM. Background colors indicate 4× 6-h periods that were quantified in *B*. (*B*) Quantification of sleep separated into four different time zones, as follows: morning (ZT21 to ZT3), siesta (ZT3 to ZT9), evening (ZT9 to ZT15), and night (ZT15 to ZT21). Removing *Dop1R2* in the DN1ps significantly reduced sleep during the siesta (one-way ANOVA followed by post hoc Tukey test shows significant differences between EXP and both controls, *P* < 0.01 each), whereas other times of day were not affected. (*C*) Average sleep profile of male flies in which *Dop1R2* and *Dop1R1* were mutated in the DN1ps (red) and controls (gray and black). Error bars represent SEM. Background colors indicate 4× 6-h periods that were quantified in *D*. (*D*) Quantification of sleep separated into four different time zones. Removing *Dop1R2* and *Dop1R1* in the DN1ps significantly reduced sleep during the siesta (*P* < 0.01), whereas other times of day were not affected. n.s., not significant. (*E* and *F*) Flies with mutated *Dop1R1* and *Dop1R2* in the DN1ps (Exp) have rhythmicity the same as controls (*E*) and no effect in free-running period (*F*) when recorded in DD compared to both controls (*clk4.1M > Cas9* [black] and c*lk4.1M > DopiR1-g, Dop1R2-g* [gray]).

Will mutating both *Dop1R1* and *Dop1R2* at the same time have an even stronger effect on sleep? Although siesta sleep is still significantly reduced compared to both control strains with no effect at any other time of day, we did not observe any additive effect; the double-mutated strain had a similar effect compared to the single mutant strains. (Fig. 4*C* and *D*).

To provide further support for this approach, we expressed *Cas9* and guides against *Dop1R2* in the dorsal fan-shaped body and reproduced the increased siesta sleep phenotype observed by Pimentel et al. (41) using the same dFSB driver *23E10* and RNAi knockdown of *Dop1R2* (*SI Appendix*, Fig. S8). The results taken together indicate that the target receptors and cells dictate the effect of dopamine, which can promote sleep as well as wake.

The sleep patterns indicate that the siesta is terminated earlier in flies with mutated dopamine receptors compared to controls, suggesting that dopaminergic input contributes to timing the end of the siesta. Notable in this context is the traditional *per^S^* mutant strain; it has a very short free-running period with a similar LD phenotype, e.g., the evening peak occurs during the daytime (41, 42). Yet there was no effect of removing both dopamine receptors from the DN1ps on period length or rhythmicity; experimental groups as well as controls were identical to wild-type flies (Fig. 4*E* and *F*), suggesting that changes in clock speed are not responsible for the sleep phenotypes. The data indicate that dopaminergic input onto DN1p neurons enhances sleep during the siesta, likely caused at least in part by delaying the onset of evening activity.

### Subclustering of DN1 Neurons Allows the Differentiation of Neurons Controlling Evening Activity.

How might dopaminergic modulation of DN1ps impact the siesta? To address this question, we first used the *trans*-Tango technique to label target neurons through its anterograde transsynaptic circuit tracing (43). We applied this technique to the dopaminergic system (*TH*-GAL4) and labeled downstream neurons with GFP. Because there were many GFP-positive neurons, we costained with anti-PER and investigated colocalization of GFP and PER immunoreactivity. The dopaminergic system appears to contact a variety of clock cells including PDF cells, 3 out of 6 LNds, 2 of 2 DN2s and on average 4 of 15 DN1ps, confirming that the DN1s are indeed among the direct downstream partners of TH cells (*SI Appendix*, Fig. S9).

Examining the 6 DN1p RNA expression clusters in more detail indicated that *Dop1R1* and *Dop1R2* are primarily expressed in 4 clusters, numbers 6, 7, 15, and 18 (Fig. 5*A*). Intriguingly, four is identical to the number of tyrosine hydroxylase neurons targeting DN1ps. Importantly, the size of these four clusters is rather small, indicating that several of them may only contain a single cell (27). We also considered the two remaining DN1p clusters, namely, clusters 1 and 4. The biggest cluster (#1) is the only one that expresses *AstC*. We showed previously that *AstC* is expressed in four DN1 neurons, which fits well with the size of this cluster (10, 27). Knockdown of *AstC* affected the timing of the evening peak in summer or winter days, suggesting that these neurons also contribute to evening activity, at least as a function of different seasons (10). In addition, this is the only cluster expressing *TrissinR,* which also produced a siesta phenotype in our behavioral screen (*SI Appendix*, Fig. S7). The data taken together indicate that several and perhaps most DN1 clusters contribute to evening activity.

**Fig. 5.**
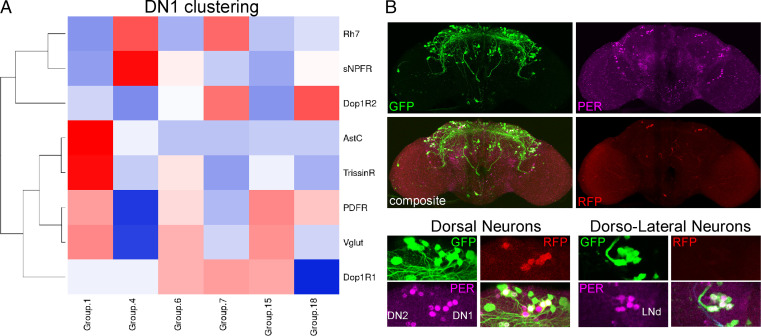
Subclustering of DN1ps indicates their function in controlling evening activity. (*A*) Clustering of DN1ps using key molecules expressed in these cells. (*B*) *trans*-Tango experiment of the *Vglut-DBD*, *per-AD* split-GAL4 driver line stained with anti-GFP (*trans*-Tango positive neurons), anti-PER, and anti-RFP (GAL4- expressing neurons). Several neurons in the dorsal and lateral part of the brain are downstream of the *Vglut*-positive DN1 neurons. Notably, all LNds are included, indicating an anatomical connection of siesta behavior with cells controlling evening activity. For details see discussion.

We exploited the striking difference in *Vglut* expression between morning and evening DN1p cells to further address how the DN1ps regulate evening activity (Fig. 5*A*). Combining a *per*-AD with *Vglut*-DBD labeled on average seven to eight DN1s per hemisphere, consistent with the expected number of neurons in these clusters (*SI Appendix*, Fig. S10). *Trans*-Tango experiments with this split-GAL4 revealed that these seven to eight DN1p neurons primarily target neurons in the dorsal part of the brain (Fig. 5*B*). They include DN1s, DN2s, and DN3s, and this split-GAL4 also targets all LNds in the lateral part of the brain; they are a major controller of evening activity. These data reinforce previous results (25) indicating that the glutamatergic subset of DN1ps likely controls evening activity and sleep at least in part through their interactions with other clock neurons. Importantly, the upstream influence of dopamine on these cells and their functions widens the influence of the environment and brain state over the siesta and evening cell timing (see *Discussion*).

## Discussion

We show here that GPCRs are strongly expressed in the fly brain CCNN and are capable of identifying individual clock neurons. To identify individual receptors that contribute to specific neuron function, we combined a behavioral-sleep screen with a previously validated CRISPR-Cas9-specific neuron-mutagenesis strategy that exploited comprehensive *Drosophila* GPCR guide library. The strategy was verified with a targeted sequencing approach and revealed a role of dopamine in sleep maintenance during the siesta. Dopamine generally inhibits sleep by stimulating locomotor activity, in flies as well as mammals (38–40, 44). For example, compounds like amphetamine increase synaptic dopamine levels, which enhance fly activity and inhibit sleep (45). However, a specific sleep-promoting subpopulation of DN1ps uses this neurotransmitter for the opposite purpose, namely, to prolong sleep during the siesta. This surprising conclusion resulted from the identification of the two dopamine receptors Dop1R1 and Dop1R2 as well as a clock neuron subpopulation, within which the two receptors gate the timing of daytime sleep.

The CCNN is an ideal platform to study neuromodulation, as genetic studies underscore the importance of neuropeptides to circadian behavior and even to circadian neuron subtype identification (11, 23, 32). This is also true for the mammalian brain and its CCNN, the suprachiasmatic nucleus (46). Notably, most neuropeptides act through GPCRs, and 22 of the GPCRs expressed within the fly brain are at least 2× up-regulated in the CCNN (Fig. 1*E*). This result is even more striking in light of our scRNAseq data, which show that many GPCRs are differentially expressed among clock neurons (Fig. 2).

To verify expression patterns, we costained relevant GAL4 knock-in lines with an anti-PER antibody and thereby determined the overlap between receptor and clock protein gene expression. Despite some minor differences, the knock-in lines were broadly consistent with the RNAseq data and reinforced the notion of cell-specific GPCR expression (Fig. 2*C*). Importantly, individual GPCRs appeared to be expressed in only some cells of supposedly uniform clusters. For example, only one cell of cluster 1 stains for *DH31-R* (Fig. 2*C*), suggesting even more clock neuron diversity than previously indicated (27).

The data underscore more generally the importance of GPCR expression to the CCNN. To investigate this further, we analyzed our single-cell data based only on GPCR expression. There were only marginal changes in cluster formation, i.e., we were still able to generate 17 clusters which were similar to those previously published (27). This surprising result indicates that GPCRs can identify individual neuron subpopulations, at least within the clock system, and suggests that they can define functional identity. This likely includes subtle contributions to phenotype beyond defining cell-specific ligand responses.

GPCRs are difficult to study genetically in mammals. This is because there are usually multiple genes encoding a single GPCR. The situation is simpler in flies where there is usually only one gene that encodes each of the 124 GPCRs encoded in the fly genome. Our guide library targets each of these GPCRs and uses three independent guides for each receptor, a strategy shown to be highly efficient in previous studies (28–30). As there are no available antibodies for GPCRs, we validated the strategy with a targeted genomic sequencing approach from isolated neurons. It can directly characterize the molecular consequences of the guide-mediated mutagenesis on the clock network. Like the guide strategy previously used to eliminate PER (29, 30), the GPCR guides can reliably delete GPCR-encoding genomic DNA from GFP-positive cells with no detectable deletions in GFP-negative cells. This further supports the notion that the UAS constructs impact minimally if at all cells outside of the canonical GAL4 expression pattern (Fig. 3).

We focused on DN1ps because of their molecular complexity as well as their known contributions to morning activity, the siesta, and even nighttime sleep (47). Of the 21 DN1p-enriched GPCRs, 4 promote sleep based on the knockdown results. One of them, *rh7*, reproduced previously published results of whole-body mutations, suggesting that it contributes to the siesta at least in part via DN1p expression (37). To our surprise, two dopamine receptors, namely, *Dop1R1* and *Dop1R2*, also promote siesta sleep via the DN1ps and do so by gating the timing of siesta termination. This role resembles previous results indicating that *Vglut* and *AstC* are expressed in the DN1 neurons and influence the siesta and/or evening activity under conditions that mimic seasonal regulation (10, 25, 48).

There are four different clusters of DN1 neurons that show an elevated expression of *Dop1R1* or *Dop1R2*, suggesting that one or more of these clusters are responsible for the siesta phenotype. Unfortunately, the lack of more narrow drivers precludes more precise identification.

How can dopaminergic input influence the circadian gating of siesta sleep? The putative downstream targets of dopaminergic neurons correlate nicely with previously published imaging data; lateral as well as dorsal clock neurons increase their cAMP levels in response to bath-applied dopamine (49). Bath application of the neuropeptide PDF causes a similar cAMP increase (50). Notably, this increase stabilizes PER, which is thought to delay the timing of the molecular clock (51). A similar mechanism might apply to dopamine and the DN1ps, which would then delay clock timing within these cells. Removing dopamine receptors would then lead to a decrease in cAMP levels and a consequent advance in timing, thereby explaining the early termination of the siesta in our experiments. Independent of such mechanistic speculation, our data add to our view of how the clock system works to regulate sleep; dopaminergic input presumably reflects the monitoring by the CCNN of brain and environmental status, which then adjusts circadian timing. This change in CCNN properties likely leads to altered release of neuropeptides and/or neurotransmitters, which will then alter whole animal physiology. (Fig. 6). This complexity could even be part of a resilience and plasticity neuropeptide and neurotransmitter system similar to that described in the crustacean stomatogastric ganglion.

**Fig. 6.**
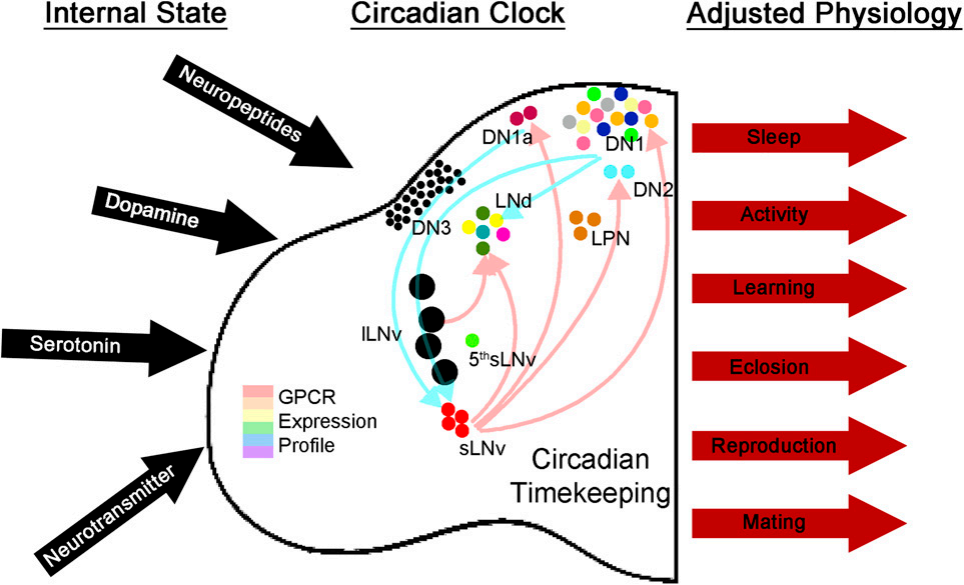
Diversity of GPCR expression among clock neurons as a mechanism for tuning physiology and behavior. The clock neuron network expresses RNAs for ∼two-thirds of all GPCRs encoded by the fly genome. This allows the network to constantly assess the outside environment as well as the state of other networks in the brain that can then signal to the clock center. These signals can then alter the physiology of the clock and lead to changes in clock-controlled output.

We have found this mutagenesis strategy and guide library to be highly effective and far superior to and more reliable than RNAi. There are no background issues, and weak expression is still sufficient to generate mutations. Given the broad role of neuropeptides, transmitters, and GPCRs in most aspects of brain function and behavior, we anticipate that this GPCR mutagenesis strategy and library will be of use to a broad range of fly brain neuroscientists, well beyond the circadian system and the few other researchers who have already used them (52).

## Materials and Methods

### Fly Strains and Rearing.

Flies used in this study are listed in *SI Appendix*, Table S1. All flies were raised at 25 °C in a temperature-controlled incubator in LD 12:12 h.

### Generation of Fly Lines.

To generate UAS-guideRNA flies, we used the pCFD6 vector (addgene #73915, described in ref. 28). In short, we generated three guides targeting the coding sequence of each GPCR. To identify possible target sites and avoid off-target effects, we used the optimal target finder developed by C. Dustin Rubinstein, Ed O'Connor-Giles, and Kate M. O'Connor-Giles (53). Gene-specific guide sequences were then incorporated into the primers (*SI Appendix*, Table S2), and the protocol described in ref. 28 was followed. Correct clones were identified by colony PCR followed by Sanger sequencing. Plasmids were injected into the attP1 site on the second chromosome (Bloomington *Drosophila* Stock Center [BDSC]: 8621) by Rainbow Transgenic (Rainbow transgenic flies Inc.). Individual flies were crossed to *w^1118^* (BDSC: 3605) and screened for red eye color. Red eyed flies were balanced using *w;CyO/Sco;MKRS/TM6B* (BDSC: 3703).

### FACS Sorting of *Drosophila* Neurons.

Neurons of interest were genetically labeled with *eGFP* using *nSyb*-GAL4 (for all neurons) or *clk856*-GAL4 (for clock neurons). About 2-wk-old male flies were entrained to the appropriate LD cycles. Brains of flies of the appropriate genotypes were dissected at ZT02 and ZT14 in ice-cold Schneider’s medium (SM) and stored on ice until all dissections were completed (about 10 for *nSyb* and 30 for *clk856*). Brains were incubated with an enzyme solution (SM with 0.75ug/ul collagenase and 0.04 μg/ul dispase) at room temperature (RT) for 30 mins and then washed with SM, and triturated in SM. The volume was then brought up to ∼1 mL and filtered through a 40-μm filter fitted on a FACS tube. GFP+ neurons of interest were isolated using the FACS Melody instrument (BD) with sorting gates set by comparing to a GFP-negative neuron sample. A total of 500 clock neurons or 1,000 nSyb neurons were collected per sample in 100 µL lysis buffer (Dynabeads mRNA direct kit) and frozen on dry ice immediately after collection. Two sets of neurons were collected from each dissociated sample.

### cDNA Synthesis and Library Preparation for Bulk Sequencing.

PolyA mRNA was isolated from the frozen cell samples using the Dynabeads mRNA direct kit (Thermo fisher 61011). Subsequently, complementary DNA (cDNA) was prepared using the method described in Picelli et al. (54). cDNA integrity and concentration were assessed using a High Sensitivity D5000 ScreenTape (Agilent 5067-5592). A total of ∼500 pg of cDNA was used as the input to make sequencing libraries with the Illumina Nextera XT DNA Library Preparation Kit (FC-131-1096) with nine PCR cycles. Final libraries were quantified on a High Sensitivity D1000 ScreenTape on the TapeStation (5067-5584).

Libraries were run on the Illumina NextSeq 550 sequencing system. Reads were aligned to the dm6 version of the *Drosophila* genome using STAR (55). PCR duplicates were removed using Picard Tools (Picard Toolkit 2019. Broad Institute, GitHub Repository, https://broadinstitute.github.io/picard/; Broad Institute). Differential expression analysis between *nSyb* neurons and clock neurons was performed using the Bioconductor package edgeR (33). Raw data were submitted to the Gene Expression Omnibus (GEO) repository and are available using the accession number GSE202407.

### scRNAseq Analysis.

For details on scRNAseq procedures, refer to Ma et al. (27). In order to identify differentially expressed GPCRs in clock neurons, we first computed all marker genes in each cluster using the *FindAllMarkers* function of the Seurat package. Using a negative binomial generalized linear model, the batch effect from sequencing depth and conditions was regressed out. We next used an adjusted *P* value significance of 0.05 and fold change cutoff of 1.25. GPCRs matching these criteria are regarded as differentially expressed in clock neurons. Their expression was plotted by the ComplexHeatmap package.

Annotated single-cell clustering data were used as the basis for GPCR-based reclustering using Seurat V4 in R (56). For the downstream analysis, only cells from the 17 high-confidence annotated clusters were used. GPCR-based reclustering was done by restricting the variable features to GPCRs by setting the features argument of the ScaleData Seurat function to all genes identified as GPCRs from Hanlon and Andrew (4) that were detectable in all timepoints. For the standard clustering, the FindVariableFeatures function with default settings was used to determine variable genes.

For both approaches, principal components (PCs) were determined using the RunPCA function, and the first 20 PCs were selected for clustering based on visual inspection of the ElbowPlots. Communities were generated using the standard workflow functions FindNeighbors, FindClusters, and RunUMAP with default settings. The resolution argument of the FindClusters argument was set at the default of 0.8 after experimentation with resolutions as low as 0.5. Higher values for resolution and increased numbers of PCs did not improve clustering results separately or in combination for the GPCR clustering.

The cell cluster identities published in Ma et al. (27) were stored in the Seurat metadata and used to assess the correspondence between the annotated clusters and the GPCR-based clustering. In general, the GPCR clusters correspond to a single annotated cluster and vice versa. There are two exceptions, as follows: the fusion of the two LNd clusters 9 and 12 into a single cluster and the fission of the DN1p cluster 4 into two similarly sized clusters. The split of the DN1p cluster is characterized by a nearly twofold difference in average levels of *FMRFaR*, which is expressed in subsets of DN1p neurons.

### Targeted Genomic Sequencing.

To analyze the potency of our guide library, we established a targeted genomic sequencing approach similar to the 16S metagenomic sequencing library preparation protocol (Illumina 15044223). In short, we generated three pairs of primers for each gene (*SI Appendix*, Table S3). Each pair of primers was designed to amplify 230- to 270-bp-long genomic regions centered around the predicted guide cut sites. To analyze the potency of our guide library to mutate genes in a cell-specific manner, we labeled the clock network with GFP (*clk856 > EGFP*) and expressed *Cas9* along with the guide of interest. We FACS sorted (see above) 2,000 GFP+ and 2,000 GFP− cells and extracted DNA using a DNA extraction buffer. We then used this extract and performed a PCR with all six primers for a gene of interest using an ExTaq polymerase. After Dynabeads mediated cleanup, adapters were ligated followed by another round of cleanup. Final libraries were quantified on a High Sensitivity D1000 ScreenTape on the TapeStation (5067-5584). Libraries were then pooled and sequenced using the miseq platform (Genewiz Inc.). Libraries were analyzed using Crispresso2 (57).

### Behavioral Analysis.

Two- to 7-d-old male flies were individually placed into glass tubes with food (2% agar, 4% sucrose) on one end and a plug to close the tube on the other end. These tubes were subsequently placed into *Drosophila* Activity Monitors (DAMs; Trikinetics Inc.), and a computer recorded the number of infrared light beam interruptions in 1-min intervals. Flies were recorded for 1 wk in LD 12:12 followed by DD for another week. Each experiment was performed at least twice.

To allow for proper entrainment to the LD cycle, we used the last 4 d of LD to analyze sleep, defined as 5 min of inactivity (58, 59). We then created average sleep profiles by averaging the amount of sleep across days and flies for each genotype in half-hour bins. To analyze sleep in more detail, we split the sleep amount into four sections of 6 h each, as follows: morning (ZT21 to ZT3), siesta (ZT3 and ZT9), evening (ZT9 and ZT15), and night (ZT15 to ZT21). Individual values were plotted as scatter plots, and statistical analysis was performed using a one-way ANOVA followed by a post hoc Tukey test (http://www.astatsa.com). *P* < 0.05 compared to all control groups was considered significant.

To analyze changes in rhythmicity, we performed a χ^2^ analysis for rhythmicity and analyzed the speed of the clock. Individual values were compared using a one-way ANOVA followed by a post hoc Tukey test (astatsa.com); *P* < 0.05 compared to all control groups was considered statistically significant.

### Immunohistochemistry.

Two- to 7-d-old male flies were fixed for 2 h 45min in 4% PFA in PBST (phosphate buffered saline including 0.5% TritonX). After rinsing 5× for 10 min each in PBST, brains were dissected and blocked for 2 h in 5% normal goat serum in PBST. Primary antibodies were applied overnight at RT. Primary antibodies were the following: chicken anti-GFP (1:1,500, abcam), rabbit anti-PER (1:1,000; 60), mouse anti-PDF (1:1,000, DSHB), and rat anti-RFP (1:500, chromotec). After rinsing 5× with PBST, secondary antibodies (1:200, Alexa Fluor, Fisher Scientific) were applied for 2 h at RT followed by rinsing 5× for 10 min each with PBST. Brains were subsequently mounted on glass slides using Vectashield mounting medium (Vector laboratories) and imaged using the Leica SP5 confocal microscope. For PER quantification we used a 3×3-pixel area to determine the staining intensity of neurons and corrected by measuring three different background intensities as previously described (61).

### Neuronal Tracing using *trans*-Tango.

The *trans*-Tango technique allows for anterograde transsynaptic tracing (43). UAS-*RFP*, *trans*Tango*; QUAS-GCaMP* flies were crossed to either *TH*-GAL4 (*SI Appendix*, Fig. S9) or *per-*AD *Vglut*-DBD split GAL4 (Fig. 5*B*) flies to identify the respective downstream targets. The upstream neurons (*TH*-GAL4 or *per*-AD *Vglut*-DBD) were labeled with RFP, whereas their synaptic downstream partners were labeled with GCaMP. Two- to 7-d-old male flies were stained using anti-GFP (to visualize GCaMP) and anti-period (to identify clock neurons) using the immunostaining protocol described above.

## Supplementary Material

Supplementary File

## Data Availability

RNAseq data have been deposited in GEO (GSE202407) (62).

How the deposited data were processed for this re-analysis (not part of the article)

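RNA was measured in 8 libraries of sorted neurons, 4 from clk856 > EGFP flies (about 500 cells each) and 4 from nSyb > EGFP flies (about 1000 cells each), with 2 libraries at ZT2 and 2 at ZT14 for each genotype. For each library the authors deposited the count of raw reads on each gene, made from reads aligned to dm6 with STAR after removal of PCR duplicates with Picard. The paper's text does not state the versions, the annotation release, the counting program or the counting strand. The RPM values were made by the authors by dividing the raw reads by a total for the library, which was 1.84 to 1.88 times the sum of all reads listed, and were deposited rounded to 2 decimals. The RPKM values were made by the authors by dividing the RPM by the deposited length in kilobases. For 13737 of 17772 genes compared (77.3%) the deposited length was the span of the gene plus 1, introns included. The RPKM values were therefore not used in any test.

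Gene positions and shared exon bases came from the Ensembl BDGP6.54 annotation of dm6. Of the 17868 genes, 17161 were matched by symbol, 611 by an older symbol and 96 were not matched, so that 99.5% had a position. Unassigned reads were left out of the tests. Reads outside annotated genes made up 5.53% to 6.21% of a clk856 library and 7.55% to 8.94% of an nSyb library, and ambiguous reads 5.67% to 5.95% and 5.83% to 6.10%. The limit of detection was taken as 3 reads. Where all libraries of a genotype were at or under it, the fold was calculated against 3 reads and is a lower bound.

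Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (minimum count 10) and the quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05, and a 2-fold change was a log2 fold change of 1. The genotypes were compared over all 8 libraries, 4 against 4, with both time points combined and without a covariate. Time points were compared within each genotype, 2 against 2. The difference between the time effects of the genotypes was tested as an interaction in a fit of all 4 conditions. Single genes were also compared by two-sided exact permutation tests on RPM. Those tests cannot give a p below 0.0286 for 4 libraries against 4 or below 0.333 for 2 against 2. Gene sets were tested with Fisher's exact test against the genes tested, and with camera from limma 3.58.1 and 10000 random gene lists as alternatives. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

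The list of 114 GPCR genes and the other gene sets were compiled by hand from receptor families and functions. GPCR genes were called expressed above a mean of 3 RPM. Apart from genes said to be chosen or singled out after their values were seen, the genes named in the text were taken from those the paper names for the bulk libraries, the members of the reported sets, the 5 highest and 5 lowest log2 fold changes between genotypes among genes past the threshold whose libraries did not overlap, the genes past the threshold between time points or in the interaction, the GPCR genes with the 5 highest and 5 lowest ratios, and the 3 GPCR genes with the highest RPM in each genotype. The alternatives were other edgeR tests, DESeq2 1.42.0, other normalizations and filters, each time point alone, time point as a covariate, the replicate number as a block, other RPM minimums and ratios, and leaving out each library in turn.

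The tests were run on simulated data in which the expression of known genes was changed by 2 on the log2 scale. As many genes were raised as lowered, and a gene had the same dispersion in both groups. The real libraries had a biological coefficient of variation of 0.352 in clk856 and 0.799 in nSyb. The calls below therefore do not show the error rate or power for groups of unequal spread. In the 4 against 4 design 123 of 192 changed genes were called, with 5 false calls, and 95.0% of the changed genes above the median expression level were called. In the 2 against 2 designs 125 of 192 changed genes were called with 17 false calls for clk856, and 65 of 191 with 2 false calls for nSyb. Chi-square values over degrees of freedom between libraries of one condition were 19.1 to 93.3, so that the spread between replicates was larger than counting error. GC content was not examined, because no genome sequence was used. The single-cell data, imaging and behavior in the paper were not analysed here.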

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

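The tests of normalization and of paralogs for the ribosomal protein genes, and the test of GPCR genes for zero counts, were chosen before their results were seen, and all other tests here were chosen only after the result was seen. The deposited labels of the libraries are written differently for the genotypes. If the labels follow sequencing runs, any difference between genotypes below cannot be told apart from a difference between runs, and this was not testable with the files.

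Among 43 groups of 4 libraries examined for a library far from the others, 2 had one by Dixon's criterion, and 2.15 are expected by chance. Rh5 was counted in a single nSyb library (RPM of 0, 0.27, 0 and 0), a gap of 1 relative to the whole range, from 5 reads. For mGluR the nSyb ZT14 R2 library was at 182 RPM and the others at 117, 107 and 110 RPM, a relative gap of 0.856. The number of such groups is what chance gives, and no biological explanation was tested.

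Genes outside those the paper discusses differed between the genotypes. The median log2 fold change of the 83 ribosomal protein genes tested was 1.31, with 82 higher in the clk856 neurons and 79 past the threshold upward. It was 2.84 for the 12 mitochondrially encoded genes tested, all 12 past the threshold upward. Random lists matched on gene length and expression reached a median as high as the ribosomal protein genes in a share of 0.0001, the smallest share 10000 lists can give, and the highest list had a median of 0.19. Over 3 normalizations the lowest median of the ribosomal protein genes was 1.18, and that of the mitochondrially encoded genes was 2.71, while the median of all genes moved from -0.01 to -0.14 without TMM. The deepest clk856 library, with 8439193 reads, had 1.82 times the median RPM of the ribosomal protein genes of the highest nSyb library, and 3.91 times the summed RPM of the mitochondrially encoded genes. The 66 ribosomal protein genes without a listed copy had a median of 1.35. The 10 genes with the most reads held at most 4.97% of a library. Within clk856, the median RPM of the ribosomal protein genes was 1.33 times as high in the shallowest library as in the deepest, so removal of duplicate reads may account for part of the pattern. The reads removed are not in the files, so the size of that part is unknown and cannot be told apart from a difference between genotypes. No biological explanation other than genotype was tested.

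Genes with no reads in at least 1 library and at least 100 in another of the same genotype numbered 890 in nSyb and 90 in clk856. After all libraries were drawn down to 4823985 reads there were 534 in nSyb and 44 in clk856, so depth alone does not explain the difference. None of 72 mitochondrial ribosomal protein genes had a 0 in an nSyb library, against a mean of 1.16 in lists matched on expression (share of lists 0.265). That test could not reach a share under 0.05, and loss of RNA before amplification may contribute. GPCR genes had a 0 in 25 of 94 cases, against 23.1 in matched lists (share 0.312). This cannot decide whether a low number of cells of each neuron type explains the zeros. The matched genes came from the same libraries and could carry such zeros too. The zeros cannot be told apart from loss of RNA before amplification. Of the genes at least 2-fold higher in clk856, 97 (18.0%) had a zero in an nSyb library, against 15.2% of all genes tested, and of those lower 19 (9.84%) had one in a clk856 library, against 4.55%.

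The median log2 fold change of 11 heat-shock genes between genotypes was 1.94 (1.81 without TMM). Hsp68, Hsp23, Hsp26, Hsp27 and Hsp70Ba were past the threshold upward in clk856. Hsp70Bb went the other way, with a log2 fold change of -1.38 (adjusted p = 0.0366, edgeR) and all 4 clk856 libraries below all nSyb libraries, and Hsp83 did not pass (0.03, adjusted p = 0.872, edgeR). Without the near-identical Hsp70 copies the median was 2.35 over 5 genes, 4 of them past the threshold, so reads shared between the Hsp70 copies do not explain the higher expression of those 4. Hsp68 (chromosome 3R, 24055080 to 24057310) changed with time in opposite directions in the genotypes. Its RPM was 354 and 416 at ZT2 and 165 and 194 at ZT14 in clk856, and 14.9 and 14.6 at ZT2 and 57.5 and 52.7 at ZT14 in nSyb. Within a genotype neither change of Hsp68 passed the threshold. The log2 fold change was -1.11 in clk856 (adjusted p = 0.241, edgeR) and 1.88 in nSyb (adjusted p = 0.9999, edgeR). The interaction log2 fold change was -3.01 (adjusted p = 0.0119, edgeR, with an adjusted p of 0.0305 in the fit with the replicate block). The fit of 4 groups gives a gene the same spread in both genotypes. Their biological coefficients of variation were 0.352 in clk856 and 0.799 in nSyb. For time, that fit gave 179 genes with an unadjusted p under 0.05 in clk856 and 775 in nSyb. The p values of the interaction therefore assume an equal spread that the libraries did not show. Hsp23, Hsp26 and Hsp27 had interaction log2 fold changes of the same sign as Hsp68, with a median of -1.16 and a range of -1.24 to -0.82. None of the 3 was past the threshold (lowest adjusted p 0.674, edgeR). Handling that differed between the conditions is a candidate explanation that remains, since these genes are inducible by stress and the paper's methods give different numbers of dissected brains for the genotypes. Those numbers are not given by time point, so they do not account for a change with time. The interaction was also negative for the Hsp70 copies and Hsp83. It was positive for 3 other genes of the compiled stress set, Hr38 (2.91), sr (1.18) and kay (0.57), none past the threshold (lowest adjusted p 0.560, edgeR).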

How the results depend on the processing

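The gene sets and the alternatives were set before the data were examined, apart from RPM over the reads counted on genes, which was chosen after seeing the data. Over 26 results and 350 alternatives, 285 gave the same direction and side of the threshold (or a value within the spread), 30 were weaker, 21 stronger and 14 moved, none reversed direction, and 7 results changed under none of their alternatives. For 53 single genes and 967 alternatives, 875 were the same, 53 weaker, 27 stronger, 10 reversed and 2 moved, and the ZT2 libraries only changed 29 genes and the ZT14 libraries only 18. For all changes below the cause was not tested.

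Of the 1326 genes that differed between genotypes, DESeq2's Wald test gave 2123, with 1320 of the same genes, and 337 at least 2-fold lower. The ZT14 libraries only gave 340 genes, 213 at least 2-fold higher and 59 lower, of 2042 with an unadjusted p under 0.05. The ZT2 libraries only gave 8 genes, 8 higher and 0 lower, of 1707 with an unadjusted p under 0.05. Testing against a 2-fold change gave 184 higher and 26 lower, and library size without TMM gave 309 lower. Across the fits that each left out 1 library there were 942 to 1380 genes, 446 to 637 higher and 146 to 195 lower. With the replicate block there were 1265 genes, 537 higher and 177 lower, and 1216 of the genes were shared. Libraries with the same replicate number were not correlated across conditions (-0.0162 to 0.0296 over 6 pairs of groups), so the fit without the block was kept.

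Between time points in clk856, the 2 genes past the threshold became 85 with DESeq2's Wald test, 8 with at least 10 counts in every library, 38 with edgeR's exact test, 97 with its likelihood ratio test, 81 without a filter and 4 with the replicate block. One fit of 4 groups gave 0, with 179 genes at an unadjusted p under 0.05. In nSyb no gene passed (303 at an unadjusted p under 0.05), and DESeq2 gave 224, the 4 groups 1, the exact test 2, the likelihood ratio test 6 and the replicate block 0 (185 unadjusted).

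On the log2 scale, Clk ZT14 against ZT2 in clk856 was past the threshold with DESeq2 (-2.64), at least 10 counts (-2.64), the exact test (-2.63), the likelihood ratio test (-2.63), no filter (-2.64) and the replicate block (-2.62), with adjusted p values from 8.2e-19 to 1 over all alternatives, and -2.82 to -2.42 when 1 library was left out. The value for tim ZT14 against ZT2 in clk856 was 4.47 in the fit of 4 groups, with an adjusted p of 1 (range 9.6e-94 to 1), and 4.15 to 4.86 when 1 library was left out. Between genotypes tim was 5.33 with ZT14 and 2.02 with ZT2, both short of the threshold (adjusted p 2.0e-04 to 0.212 over all alternatives), and 4.27 to 5.81 with 1 library left out. With ZT2 only, Pdf clk856 against nSyb was at least 1169-fold higher, Tbh 2.25, 5-HT1A 2.03 and br -1.44 on the log2 scale, all short of the threshold. The direction reversed with ZT2 only for smo (-0.015), mGluR (0.13), CNMaR (0.66) and cyc (0.15), and with ZT14 only for 5-HT2A (-0.14). When 1 library was left out, mGluR ranged from -0.11 to 0.18 and 5-HT2A from -0.17 to 0.43.

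The range of GPCR expression in clk856 (94.2-fold) was 214 above 1 RPM, 22.4 above 10 RPM, 48.0 above 3 RPM in every library, 185 from pooled reads, 184 over the reads counted on genes and 67.7 to 89.1 with 1 library left out. In nSyb (127-fold) it was 336, 39.9, 72.4, 179 and 183 under the same settings, and 114 to 133 with 1 library left out. GPCR genes at least 2-fold higher were 13 with an adjusted p, 25 by mean TMM-normalized CPM, 24 above 3 RPM in either genotype, and 17 to 21 with 1 library left out. Those lower were 1 by mean TMM-normalized CPM, 7 above 3 RPM in either genotype, 1 with an adjusted p and 0 to 5 with 1 library left out. The GPCR enrichment was 1.63 to 2.55 with 1 library left out, and the serotonin receptor enrichment 3.87 at any fold, 4.92 against matched lists and 5.10 to 10.3 with 1 library left out. The octopamine and tyramine enrichment was 4.25 to 7.99 with 1 library left out, and this set had a p of 0.176 in camera.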

Differences from the paper's values

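The genes at least 2-fold lower in clk856 were 193, against the paper's 305. Counts were compared with a tolerance of 1.5 times. Of the alternatives set before the data were examined, DESeq2's Wald test (337), at least 10 counts in every library (234), edgeR's exact test (248), its likelihood ratio test (258) and library size without TMM (309) came within this tolerance of the paper's count, and 234, 248 and 258 were still below it. Library size without TMM also moved the genes at least 2-fold higher to 445, outside the tolerance of the paper's 704, where they were 538 with TMM. DESeq2's size factors, no filter, the replicate block, time point as a covariate, either time point alone, testing against a 2-fold change and leaving out any library did not come within it.

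The enrichment of the serotonin receptor genes was 5.79-fold against the paper's 16-fold, that of the octopamine and tyramine genes 6.43-fold against the paper's 16-fold, and that of the GPCR genes 2.79-fold against the paper's 12-fold. The paper's values are for GO terms and those here for lists of genes. Each fold here has genes that passed the filter as its background. The paper's text does not state the background of its GO analysis. No alternative set before the data were examined closed these gaps, and none used all 17868 deposited genes as background. A difference of background may therefore account for part of the gaps.

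For 5-HT1A the log2 ratio of pooled reads was 1.96, against the paper's value of about 3.2 in Fig. 1E, read by eye. The log2 ratio of mean RPM (2.07) and of mean TMM-normalized CPM (2.13) did not close the gap. The ratio of mean RPM minus 1, chosen after seeing the values, was 3.18 and reached it. A plain ratio of pooled reads, not divided by library totals, was not tried.

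The paper's Fig. 1A legend calls Clk significantly higher at ZT2, and here its adjusted p over all genes was 0.0559. It passed with DESeq2's Wald test, at least 10 counts in every library, edgeR's exact test, its likelihood ratio test, no filter, the replicate block, and when adjusted over the 4 genes of Fig. 1A. The paper's counts of GPCR genes at least 2-fold higher and lower, 22 and 2, were 20 and 3 here and were reached by the ratio of mean RPM. The paper's number of expressed GPCR genes, 86, was 80 here and was reached by a mean above 1 RPM. That minimum is below the paper's 3 RPM, the list here has 114 genes against the paper's 124, and the same setting moved the range of expression to 214-fold, against the paper's 100-fold.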

Other observations

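The test of zero counts was chosen before its result was seen, and all other tests here were chosen only after the result was seen.

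Of the 8 splits of the 8 libraries that part all same-numbered pairs, 1, the real one, gave as many genes with an adjusted p under 0.05, and the smallest share this can give is 0.125. Over all 35 splits into 4 and 4, which differ in how many such pairs they part, the other 34 gave 0 genes. Each of those 34 mixed the genotypes within its groups, so a difference between genotypes added to the spread there. Their 0 genes are therefore weak evidence, and they cannot tell genotype from run.

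The higher number of GPCR genes among the genes up in clk856 was tested against gene length and zero counts. Random lists matched on length and expression held as many as 16 genes in a share of 0.0055. These lists held a mean of 8.38 genes, against 5.09 in lists matched on expression alone, so gene length may account for part of the pattern and not for all of it. Among genes with at least 1 read in all 8 libraries, 15 of 69 GPCR genes were at least 2-fold higher with an adjusted p under 0.05 (Fisher's exact test, two-sided, p = 4.4e-05). Zero counts do not explain the pattern, and run and genotype cannot be told apart if the labels follow sequencing runs.

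The results text describes the nSyb samples as coming from heads and the methods describe dissected brains. The highest mean of 5 retinal opsin genes was 0.0675 RPM in nSyb. The genes ninaE, Rh3, Rh4, Rh6, ninaC, trp, Arr1 and Arr2 had no reads in any nSyb library. Of 13 photoreceptor genes, 2 were above 3 RPM in nSyb and 1 in clk856. Both genes above 3 RPM in nSyb were lower in clk856. inaD was at 5.06 RPM in nSyb and had no reads in clk856 (adjusted p = 0.00668, edgeR), and norpA had a log2 fold change of -0.54 (adjusted p = 0.0377, edgeR), with all 4 clk856 libraries below all nSyb libraries. In camera these 2 genes, the only members of the set that could be tested, had a p of 0.0058. The mean of norpA was 276 RPM in nSyb and 181 RPM in clk856. With the other members untested and norpA expressed in both genotypes, this p cannot decide whether photoreceptor cells were present. Among members under 3 RPM in both genotypes, Rh5 was at 1.95 RPM in clk856 and 0.0675 RPM in nSyb. The means of trp, Rh4, ninaE, ninaC and Arr1 were also higher in clk856, and those of chp and trpl were higher in nSyb. Another opsin gene, Rh2, which was chosen after its values were seen, had 175 reads in nSyb ZT2 R1, 2 in ZT2 R2 and 0 in the other 6 libraries (mean 2.51 RPM in nSyb). The photoreceptor genes without reads in any nSyb library argue against photoreceptor cells there, for the genes they cover. The reads of inaD, Rh2, chp and trpl in nSyb go the other way, so the presence of such cells is not settled. No biological explanation was tested.

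The values on the axis of Fig. 1E were compared with a linear ratio minus 1. The 5-HT1A ratio of pooled reads minus 1 was 2.90 and of mean RPM minus 1 was 3.18, while its log2 ratio was 1.96. The ratio of mean RPM minus 1 was 6.30 for Dop2R and -0.56 for rk. A linear ratio minus 1 in place of log2 is a candidate explanation for the axis, found and tested on the same data. It rests on the value of 5-HT1A, read by eye. A plain ratio of pooled reads, not divided by library totals, was not tried, so other explanations remain.

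Between ZT14 and ZT2 in nSyb, the log2 fold change was 1.16 for tim, -0.81 for per and 2.30 for vri, none past the threshold. The interaction log2 fold change was 3.30 for tim (adjusted p = 0.746, edgeR) and 1.31 for vri (adjusted p = 0.993, edgeR), so a different time effect in the genotypes was not detectable at this spread. The median log2 fold change of the mitochondrial ribosomal protein genes between genotypes was -0.21. For the gene nSyb the log2 fold change was 0.25 (adjusted p = 0.0519, edgeR).

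With RPM over the reads counted on genes, chosen after seeing the data, 84 GPCR genes were expressed in clk856 and 85 in nSyb.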
